# Multiple Small RNAs Interact to Co-regulate Ethanol Tolerance in *Zymomonas mobilis*

**DOI:** 10.3389/fbioe.2020.00155

**Published:** 2020-03-04

**Authors:** Runhua Han, Katie Haning, Juan C. Gonzalez-Rivera, Yongfu Yang, Runxia Li, Seung Hee Cho, Ju Huang, Bobi A. Simonsen, Shihui Yang, Lydia M. Contreras

**Keywords:** *Zymomonas mobilis*, small RNA, sRNA interactions, integrated omics, ethanol tolerance

## Abstract

sRNAs represent a powerful class of regulators that influences multiple mRNA targets in response to environmental changes. However, very few direct sRNA–sRNA interactions have been deeply studied in any organism. *Zymomonas mobilis* is a bacterium with unique ethanol-producing metabolic pathways in which multiple small RNAs (sRNAs) have recently been identified, some of which show differential expression in ethanol stress. In this study, we show that two sRNAs (Zms4 and Zms6) are upregulated under ethanol stress and have significant impacts on ethanol tolerance and production in *Z. mobilis*. We conducted multi-omics analysis (combining transcriptomics and sRNA-immunoprecipitation) to map gene networks under the influence of their regulation. We confirmed that Zms4 and Zms6 bind multiple RNA targets and regulate their expressions, influencing many downstream pathways important to ethanol tolerance and production. In particular, Zms4 and Zms6 interact with each other as well as many other sRNAs, forming a novel sRNA–sRNA direct interaction network. This study thus uncovers a sRNA network that co-orchestrates multiple ethanol related pathways through a diverse set of mRNA targets and a large number of sRNAs. To our knowledge, this study represents one of the largest sRNA–sRNA direct interactions uncovered so far.

## Introduction

As global controllers of gene expression, small RNAs (sRNAs) represent powerful tools for engineering complex phenotypes (Cho et al., 2015; Leistra et al., 2019). These (typically) non-coding RNAs are 5–500 nucleotide (nt) transcripts that act as regulators of protein expression, mostly by blocking translation or changing mRNA stability (Storz et al., 2011). Although less common, proteins have also been shown to be targets of sRNA regulation (Pichon and Felden, 2007). Traditionally thought of as non-coding RNAs, many have been discovered in intergenic regions (Tsai et al., 2015), although some are now known to produce small peptides (Pichon and Felden, 2007). The majority of well-studied sRNAs act in *trans*, meaning their targets are encoded elsewhere in the genome; this is in contrast to *cis*-encoded sRNAs, which neighbor their targets on the same or opposite DNA strand (Gottesman and Storz, 2011).

Advances in high-throughput sequencing have enabled discovery of hundreds of sRNAs across bacteria (Tsai et al., 2015; Hor et al., 2018), but characterization lags far behind. As a result, the vast majority of sRNAs have functions completely unknown, especially in non-model organisms. Current approaches take advantage of RNA-seq and proteomics to determine sRNA target networks (Lalaouna and Masse, 2015; Melamed et al., 2016), although a challenge remains to decouple direct vs. indirect interactions. Computational tools such as IntaRNA can be helpful in predicting most favorable sRNA–mRNA interactions and binding sites, although *in vivo* conditions and competition of multiple targets for binding sites cannot be accounted for (Busch et al., 2008). Ultimately, electrophoretic mobility shift assays (EMSAs) and reporter gene systems can complement these approaches in testing direct binding of RNA and protein targets *in vitro* and *in vivo* (Corcoran et al., 2012; Tomasini et al., 2017). Most recent, the mapping of sRNA interfaces that could be available *in vivo* for interactions has also been useful to determine biologically relevant mRNA targets (Vazquez-Anderson et al., 2017; Mihailovic et al., 2018).

Increasingly complex regulatory networks have been discovered, including several direct sRNA–sRNA interactions (Vogel et al., 2003; Lybecker et al., 2014; Miyakoshi et al., 2015; Frohlich et al., 2016). One reported interaction is between sRNAs SraC and SdsR in *Escherichia coli*, which originates from the same intergenic region, encoded in opposite directions (Vogel et al., 2003). However, due to the complete overlap of SdsR in antisense sequence to SraC, the binding of these sRNAs is expected and it results in RNase III-dependent cleaving (Vogel et al., 2003). Although still largely uncharacterized in *E. coli*, the target network of SdsR has been characterized in *Salmonella enterica* and includes stress response regulators (Frohlich et al., 2016). Another known interaction is between sRNA GcvB and the RNA sponge SroC, which represses GcvB in *E. coli* (Miyakoshi et al., 2015). This mRNA cross-talk forms a feed-forward loop in the regulation of ABC transporters and affects growth in different nutrient conditions (Miyakoshi et al., 2015). Additionally, two sRNAs (AsxR and AgvB) have been identified within bacteriophage-derived regions in enterohemorrhagic *E. coli* acting as “anti-sRNAs.” They antagonized the function of two of the genome core regulatory sRNAs, GcvB, and FnrS, by mimicking their mRNA substrate sequences to manipulate bacterial pathogenesis (Tree et al., 2014). However, few studies comprehensively investigate the regulatory effects caused by sRNA–sRNA direct interactions.

An advantage of sRNA regulation is its efficiency compared to protein regulators like transcription factors because they do not require translation and act directly on mRNA transcripts (Shimoni et al., 2007). The dynamic nature and low metabolic burden make sRNAs especially suitable to coordinate stress responses including temperature, nutrient, membrane, oxidative, iron, pH, and anaerobic stresses (Gottesman et al., 2006; Hoe et al., 2013; Gottesman, 2019). Ethanol tolerance represents a complex phenotype that sRNAs appear to help regulate. For example, sRNA Nc117 in *Synechocystis* sp. PCC 6803 (Pei et al., 2017) as well as OLE RNA in *Bacillus halodurans* C-125 (Wallace et al., 2012) both appear to protect the cells from ethanol toxicity. However, the mRNA and/or protein targets of these sRNAs are unknown (Nc117) or limited in number (OLE RNA). OLE RNA is known to bind to RNase P as well as a protein (aptly named the OLE-associating protein), which associates to the membrane (Ko and Altman, 2007; Block et al., 2011; Wallace et al., 2012). The lack of network characterization in these contexts has precluded advances in understanding alcohol tolerance and in general sRNA function in non-model organisms. Moreover, as it relates to the specific phenotype of ethanol tolerance, these uncharacterized ethanol-related regulatory RNAs have left unanswered questions of the specific pathways that are co-regulated to naturally grant the ethanol resistance phenotype in some organisms.

*Zymomonas mobilis* is a highly biotechnologically relevant bacterium due to its natural ethanol producing ability up to 12% (v/v) and ethanol tolerance up to 16% (v/v) (Rogers et al., 2007; Franden et al., 2013; Yang et al., 2016a). Over the last 20 years, a variety of *Z. mobilis* strains have been developed through metabolic engineering and directed evolution (Rogers et al., 2007; Yang et al., 2013). The responses of *Z. mobilis* to a variety of stresses, especially ethanol stress, have been explored by transcriptomics and proteomics approaches (Yang et al., 2009, 2013; He et al., 2012a, b; Yi et al., 2015; Zhang et al., 2015). These stress responses are considered a complex phenotype because they trigger the differential expression of large sets of transcripts and proteins with a wide variety of cellular functions. For example, the ethanol stress response has been characterized to include up regulation of protein folding chaperones, DNA repair proteins, and transporters and down regulation of genes related to translation, ribosome biogenesis, and metabolism (He et al., 2012a; Yang et al., 2013; Zhang et al., 2015). These responses are important to the ethanol tolerance in *Z. mobilis* since the ethanol accumulation in cells is toxic, which influences membrane stability, as well as the structure and function of macromolecules such as proteins, nucleic acids, and lipids (Hallsworth et al., 2003). However, regulation mechanisms that cope with these widespread changes remain unclear.

It is likely that these complex phenotypes are made possible by multiple layers of regulation (DNA, RNA, protein) coordinating responses to extracellular environments. Recently, 106 sRNA candidates were identified in *Z. mobilis* by transcriptomics analysis and computationally prediction, where 15 were validated experimentally by Northern blotting analysis and 4 were shown to have differential expression to anaerobic or ethanol stresses (Cho et al., 2014). In this study, we use multiple omics analyses to map the regulatory networks for two of these sRNAs, Zms4 and Zms6, and demonstrate that they have significant impacts on ethanol tolerance and production in *Z. mobilis* through a diverse set of mRNA targets and other sRNA interactions. This work presents the first sRNAs with regulatory binding interactions confirmed in *Z. mobilis* and a large sRNA–sRNA interacting network which has not been widely observed in bacteria.

## Materials and Methods

### Strains and Culture Conditions

The *Z. mobilis* 8b strain, which is an integrant of the ZM4 strain (ATCC 31821), was used in this study. *Z. mobilis* 8b was cultured in RMG media (glucose, 20.0 g/L; yeast extract, 10.0 g/L; KH_2_PO_4_, 2.0 g/L; pH 6.0) at 33°C. *E. coli* DH5α was used for plasmid construction and manipulation, grown in LB media at 37°C. All strains used in this study are listed in Supplementary Table S1.

To generate sRNA overexpression strains, each sRNA was cloned into the *Nco*I-*Sal*I site of the pEZ-tet vector (Yang et al., 2016b) to allow for inducible expression under the P*_*tet*_* promoter. For sRNA co-immunoprecipitation constructs, synthesized 2MS2BD-Zms4/Zm6/control sequences were cloned into pBBR1MCS2-P*_*gap*_* vector (Yang et al., 2014) between *Nhe*I and *Sal*I. All plasmids used in this study are listed in Supplementary Table S1. Strains containing pBBR1MCS2-P*_*gap*_* plasmids were cultured with 350 μg/mL of kanamycin for *Z. mobilis* and with 50 μg/mL for *E. coli*. Overexpression strains containing pEZ-tet vectors were grown with 200 μg/mL spectinomycin for *Z. mobilis* and 50 μg/mL for *E. coli*.

For deletion strain construction, homologous upstream and downstream fragments (each 1 kb) of the target deletion gene were assembled with the spectinomycin gene *aadA*, flanked by LoxP sites, in the middle. Purified PCR product (1 μg) was directly electroporated (200 Ω, 25 μF, 1.6 kV) into *Z. mobilis* competent cells. Electroporated cells were recovered for 6 h and plated onto spectinomycin-containing plates (200 μg/mL). Plated cells were incubated anaerobically in a BD GasPak^TM^ container system for 3–4 days at 33°C. Transformants appearing on the selective plates were cultured and screened for correct size using forward primers of upstream homologous and reverse primer of downstream primer and then sequence-verified. All sequences of primers used in this study are listed in Supplementary Table S2.

Growth rates of *Z. mobilis* strains were evaluated using the Plate Reader (BioTek, Winooski, VT, United States). Biological triplicates of each strain were distributed in triplicates with appropriate antibiotics into 96-well plates with RMG (with and without 6% ethanol) such that each well had a total volume of 200 μL with initial OD_600__nm_ of 0.1. 10 μg/mL anhydrotetracycline was added to each strain to induce sRNA expression from the plasmids. The plate reader measured the turbidity (600 nm) every 0.5 h for 24 h as the cultures grew without shaking at 33°C.

For sRNA induction experiments, each strain was initially grown in biological duplicates in 5 mL RMG culture overnight then transferred into 500 mL with initial OD_600__nm_ of 0.1. Cells were grown anaerobically in sealed flasks containing nitrogen-purged RMG media at 33°C for 4 h to reach OD_600__nm_ around 0.4. Then, 150 mL of cells were collected for transcriptomics and ethanol assay. When OD_600__nm_ reached 0.5 (∼4.5 h of growth), 10 μg/mL anhydrotetracycline was added to each strain to induce sRNA expression from the plasmids. After 0.5 h’s induction (∼5 h of growth), 150 mL of cells were collected to compare the gene expression profile in the middle of exponential phase. In this way, the effect of overexpressing Zms4 and Zms6 on the transcriptome could be confirmed by comparing the samples before and after induction. Final samples were collected during stationary phase (∼12 h of growth). Pelleted cells were stored at −80°C before further processing.

### Ethanol Assay

Ethanol concentrations were measured using the UV-based ethanol assay kit (R-Biopharm, Darmstadt, Germany) according to the manufacturer’s protocol.

### MS2-Affinity Purification of sRNAs *in vivo*

To identify *in vivo* sRNA interactions, each sRNA (Zms4 and Zms6) were tagged with a 2-MS2 binding domain (Said et al., 2009) and isolating by affinity purification with maltose binding protein (MBP) fused to the MS2 coat protein and amylose beads. Briefly, total RNA (100 μL at 500 ng/μL) extracted from *Z. mobilis* strains containing pMS2, pMS2-Zms4, and pMS2-Zms6 was incubated with 10 pmol purified MS2-MBP protein for 1 h at 4°C. Washed amylose beads were incubated with 2MS2BD-Zms4/Zms6/control+MS2-MBP complexes for 2 h at 4°C. Supernatants were removed from the beads by applying a magnet. Beads were washed three times and incubated with 50 μL of elution buffer for 15 min. The elution step was repeated so that 100 μL of each were collected. To precipitate the RNA, equal volumes of isopropanol was added to elution sample and incubated overnight at −20°C. RNA was pelleted at 15,000 rpm for 15 min at 4°C and washed with 1 mL 75% ethanol. The RNA pellets were air-dried then resuspended in 50 μL RNase-free water. RNA samples were stored at −80°C until sequencing.

To find proteins associated with each sRNA *in vivo*, 500 μg of total lysates from *Z. mobilis* strains containing pMS2, pMS2-Zms4, and pMS2-Zms6 were incubated with 10 pmol of purified MS2-MBP protein for 1 h at 4°C. Then, 1 mL Trizol was added to eluted samples for protein purification. After addition of 300 μL of chloroform:isoamyl alcohol mix (v/v 24:1), the samples were inverted for 15 s, and then incubated at 25°C for 3 min. Then, tubes were centrifuged at 13,000 rpm for 10 min. 1.5 mL of isopropanol was then added to the phenol-chloroform layer and mixtures were incubated for 10 min at room temperature and then centrifuged at 12,000 × *g* for 10 min at 4°C to pellet the protein. Pelleted protein was washed with 2 mL of 0.3 M guanidine hydrochloride in 95% ethanol and incubated for 20 min at room temperature then centrifuged at 7,500 × *g* for 5 min at 4°C. Washing steps were repeated twice more. Then, 2 mL of 100% ethanol was added to the protein pellets and samples were centrifuged at 7,500 × *g* for 5 min at 4°C. Air-dried protein pellets were resuspended in 3 × SDS-loading buffer and run 3 mm into the resolving layer of an SDS-PAGE gel (5% stacking; 10% resolving) to concentrate protein before mass spectrometry. The gel was Coomassie stained and total protein bands were excised and stored in destaining solution at 4°C.

### RNA Sequencing and Data Analysis

Total RNA was prepared and purified according to standard methods (DiChiara et al., 2010) for all the growth conditions tested. Prepared RNA was quantified and checked for quality using Bioanalyzer before sequencing. NEBNext^®^ Multiplex RNA Library Prep Set for Illumina^®^ (New England Biolabs Inc.) was used for generating RNA libraries. Sequencing was performed using Illumina^®^ NextSeq 500 with paired-end 2 × 150 bp runs (Genomic Sequencing and Analysis Facility at the University of Texas at Austin).

Adapter sequences and low-quality ends (phred quality < 30) were trimmed from the raw fastq files with cutadapt (v1.3) and reads shorter than 22 nt were discarded (Mortazavi et al., 2008). FastQC was used to verify good read quality for the trimmed files. Reads were aligned to the *Z. mobilis* ZM4 reference genome (taxonomy ID 264203) with BWA-mem (v0.7.12-r1039) (Langmead and Salzberg, 2012). Aligned reads (33∼97 million aligned reads for each sample) were filtered for quality (MAPQ ≥ 10) and sorted by chromosomal coordinates using SAMtools (v0.1.19-44428cd) (Li et al., 2009). The number of reads aligned to each gene was calculated using HTSeq (intersection-non-empty mode for overlaps) (Anders et al., 2015). DESeq2 was used to normalize and identify significantly differentially expressed transcripts between strains (Love et al., 2014). Cytoscape Enrichment Map plugin was used for gene enrichment analysis (Reimand et al., 2019). The experiments for each strain/condition were performed in at least two replicates.

### Mass Spectrometry

Polyacrylamide gel bands containing protein were digested with trypsin. To identify proteins, LC-MS/MS was performed using the Dionex Ultimate 3000 RSLCnano LC coupled to the Thermo Orbitrap Elite with a 2 h run time at the ICMB Proteomics Facility using published methods (Shevchenko et al., 2006). Proteins were searched against the Uniprot *Z. mobilis* ATCC ZM4 database (April 27, 2016) using Sequest HT in Proteome Discoverer 1.4. The identifications were validated with Scaffold v4.4.1 (Proteome Software) with greater than 99.0% probability and with a minimum of two peptides at 99.0% peptide probability. In Scaffold, peptide and protein false discovery rates were both calculated as 0.0%. The experiments for each strain/condition were performed in two replicates.

### Electromobility Shift Assays

Electromobility shift assays (EMSA) were performed to detect the RNA–RNA interactions *in vitro*. Each RNA of interest was amplified from *Z. mobilis* genomic DNA using the primers listed in Supplementary Table S2 and *in vitro* transcribed using MEGAscript T7 Transcription Kit (ThermoFisher). The RNA binding reaction was performed in a 12 μL reaction volume containing 1 × binding reaction buffer [20 mM Tris–HCl (pH 8.0), 1 mM MgCl_2_, 20 mM KCl, 10 mM Na_2_HPO_4_ −NaH_2_PO_4_ (pH 8.0)], 10% glycerol, 5 pmol of ^32^P-labeled sRNA and 10–200 pmol of target RNA. This reaction was denatured at 70°C for 5 min, and then incubated at 37°C for 75 min. Samples were mixed with loading dye (10 mM Tris, 50% glycerol, and 0.0001% wt/vol bromophenol blue) and analyzed by electrophoresis in a 5% non-denaturing polyacrylamide gel (0.5 × TBE, 5% wt/vol acrylamide-bisacrylamide, 5% glycerol, 0.25% ammonium persulfate, and 0.001% TEMED) with 0.5 × TBE running buffer at 4°C for 2.5 h. Next, the gel was placed on a sheet of Whatman grade GB004 blotting paper and dried at 80°C for 60 min (Gel Dryer 583, BioRad). Radioactive bands were visualized using a Typhoon FLA 700 (GE Health Life Science) and analyzed using CLIQS (TotalLab). The fraction bound was then calculated based on the ratio of the intensity of the RNA–RNA complex to the total intensity in each lane, and the dissociation constant (*K*_d_) can calculated as the concentration of the target RNA that showed 50% of binding.

### Detection of RNA-5′UTR Regulation *in vivo*

For 5′UTR sequence determination, the core promoter region and transcriptional start site (TSS) of the target gene were predicted using BPROM. The sequence from the predicted TSS to 99-bp downstream of the ATG was cloned as the 5′ gene fragment to a shuttle vector of dual fluorescence reporting system (Yang et al., 2019). Briefly, using P*_*gap*_* dual report system as backbone, primers of target fragments were designed to contain 15∼20 nucleotides (nts) overlapping regions, which 5′ end overlapped with TSS upstream of P*_*gap*_* and 3′ end overlapped with ATG downstream of GFP. PCR products of target fragments were separated by gel electrophoresis, followed by gel purification, and subsequently quantified using NanoDrop. Fragments and vector were mixed in a molar ratio of 3:1, 0.5 U T5 exonuclease (New England Biolabs Inc.), 0.5 μL buffer 4 (New England Biolabs Inc.), and the final volume was set to 5 μL with ddH_2_O. All reagents were mixed and reacted on the ice for 5 min; *E. coli* chemically competent cells were subsequently added. Cells were plated on LB agar plates with spectinomycin and recombinants were selected by colony PCR and then confirmed by Sanger sequencing (Sangon). The dual-reporter plasmids encoding each target gene was then transformed into the wild type 8b strain and the deletion strains for either Zms4 or Zms6. All sequences of primers used are listed in Supplementary Table S2.

Strains were grown at 30°C for 6–8 h without shaking before washing with phosphate buffered saline (PBS) twice, and then resuspended into PBS to a final concentration of 10^7^ cells/mL. Cells were analyzed by flow cytometry using Beckman CytoFLEX FCM (Beckman Coulter, Inc.) with the PBS as the sheath fluid. The cells fluorescence of Enhanced Green Fluorescent Protein (*EGFP*) were excited with 488 nm and detected with FITC, *mCherry* were excited with 561 nm and detected with PC5.5. Compensation was applied to ensure that the EGFP has minimal affection on the detection of *mCherry* with at least 20,000 events of each sample analyzed. Data were processed via FlowJo software (FlowJo, LLC). The mean fluorescence intensity of triplicates was calculated, then the ratio of ‘average *EGFP*’/‘average *mCherry*’ was used to analyze the interaction of sRNA and 5′-UTR. In addition, the standard deviation was set as error bars. Each experiment was carried out at duplicates.

To detect if sRNA can exert regulations of the targets through the coding regions, an alternative approach was used by replacing the native promoter of the selected targets in the chromosome by a P*_*tet*_* inducible *mCherry* reporter system along with an *aadA* gene as the antibiotics selection marker. The Zms4 and Zms6 overexpression plasmids were then introduced to these strains using the pEZ-tet vector with kanamycin gene replacing the original spectinomycin gene (pEZ-Kana) (Supplementary Table S1). The empty vector was also transformed into these strains as the control. The *mCherry* expression levels of each strain were then measured using the same method as described above.

### Northern Blotting Analysis

Northern blotting analysis was performed by standard methods (Cho et al., 2014). Briefly, DNA oligonucleotide probes specific for each sRNA were labeled using 20 pmol of oligonucleotide in a 20 μL kinase reaction containing 25 μM γ-P^32^ ATP and 20 units T4 polynucleotide kinase (New England Biolabs Inc.) at 37°C for 1 h. Ladder [ΦX174 DNA/*Hin*fI (Promega)] was labeled in the same manner. Total RNA (50–100 μg) from deletion and wild type strains were separated on a 10% denaturing polyacrylamide gel that was then was transferred to a positively charged membrane (Hybond N+, GE Life Sciences) for blotting. Hybridization was performed using Amersham Rapid-hyb buffer (GE Healthcare), following the recommended protocol with overnight incubation at 42°C. After three washes with washing buffer (5 × SSC, 0.1% SDS at 30°C for the first wash and 1 × SSC, 0.1% SDS at 42°C for the second and third washes), membranes were exposed to a phosphor screen overnight. Radioactive bands were visualized using a Typhoon FLA 700 (GE Health Life Science) and analyzed using CLIQS (TotalLab). All probes used in this study are listed in Supplementary Table S2.

## Results

### Zms4 and Zms6 Are Induced by Ethanol and Affect Bacterial Ethanol Tolerance

Four sRNAs (Zms2, Zms4, Zms6, and Zms18) were previously shown as differentially expressed under 5% (v/v) ethanol stress and/or anaerobic conditions (Cho et al., 2014), favoring glucose consumption, enabling higher growth rates and ethanol accumulation (Yang et al., 2009). To determine their direct impacts on the ethanol tolerance phenotype, we overexpressed and deleted each sRNA. However, Zms2 could not be independently overexpressed because it significantly overlaps with its neighboring gene *ZMO1198* and Zms18 could not be fully deleted due to multiple homologous regions in the genome. As such, we focused our study on the characterization of Zms4 and Zms6.

After validation of the sRNA deletion and overexpression strains (Supplementary Figure S1), these strains were grown anaerobically in media with and without 6% (v/v) ethanol supplementation to observe the effects of each sRNA on the ethanol survival phenotype. This concentration of 6% (v/v) ethanol was selected to significantly impact cell growth while still maintaining viability (and therefore reproducibility) (Yang et al., 2013). As shown in Figure 1A, Δ*zms4* and Δ*zms6* strains had similar growth to the wild type strain but they showed significantly reduced growth under 6% ethanol stress. Considering the natural ethanol production of *Z. mobilis* and the tolerance effects, we reasoned that the regulatory contribution of Zms4 and Zms6 to the high ethanol tolerance phenotype could also be captured by measuring ethanol production. As shown in Figure 1B, Zms4 and Zms6 overexpression strains showed significantly higher levels of ethanol production relative to strains expressing an empty plasmid and to the wild type strain (with no plasmid). However, the deletion strains remained the same ethanol production ability as the wild type strain. Interestingly, our results also showed natural upregulation of Zms4 and Zms6 when 6% ethanol was added to the media (Figures 1C,D), indicating the possibility that their natural differential expression in *Z. mobilis* plays important roles in increasing fitness to ethanol stress.

**FIGURE 1:**
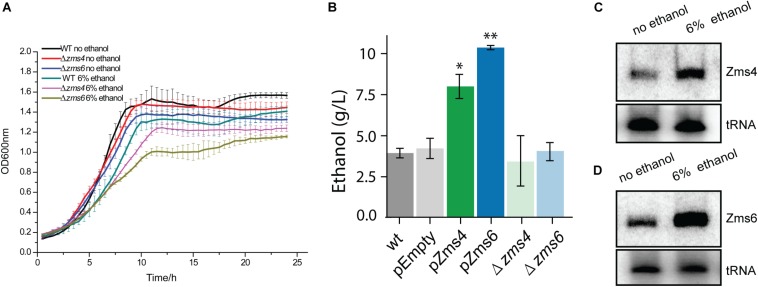
sRNA expression levels affect ethanol tolerance. **(A)** The growth of wild type and Zms4/Zms6 mutant strains with and without 6% (v/v) ethanol supplementation grown anaerobically. Data are presented as means ± SD of biological triplicates. Significant values are ^∗^*p* ≤ 0.05 or ^∗∗^*p* ≤ 0.01 from Student’s *t*-test of each strain compared to wild type. **(B)** Concentration of extracellular ethanol of 150 mL cultures at exponential phase (OD_600__nm_ of 0.4, anaerobically at 33°C). Values represent mean ± SD of biological duplicates. Significant values are ^∗^*P* ≤ 0.05 or ^∗∗^*P* ≤ 0.01 from Student’s *t*-test of each strain compared to pEZ-Empty. **(C,D)** The wild type strain was grown anaerobically at 33°C to reach OD_600__nm_ around 0.5. Ethanol was then added to reach a final concentration of 6%. Cells were collected and total RNA was extracted after 0.5 h. Zms4 **(C)** and Zms6 **(D)** levels were detected by Northern blotting assay using sRNA-specific probes. tRNAs were used as the controls.

### Transcriptomics Analysis Reveal That Gene Networks Affected by Zms4 and Zms6 Are Associated With Ethanol Stress

As global regulators, sRNAs can interact with multiple mRNA and protein targets to coordinate complex phenotypes. Given that sRNAs can repress or activate gene expression, we expect that altering their stoichiometry will lead to significant changes on the innate levels of their direct or indirect targets. To uncover the networks of targets affected by Zms4 and Zms6, we used an Integrative FourD-Omics (INFO) approach (Sowa et al., 2017), useful for identification of regulated targets and regulatory mechanisms underlying sRNA-driven systems. This integrated analysis (Figures 2A,B) included collection of transcriptome and MS2-affinity purification coupled with RNA sequencing (MAPS) profiles evaluated in Zms4 and Zms6 overexpression strains.

**FIGURE 2:**
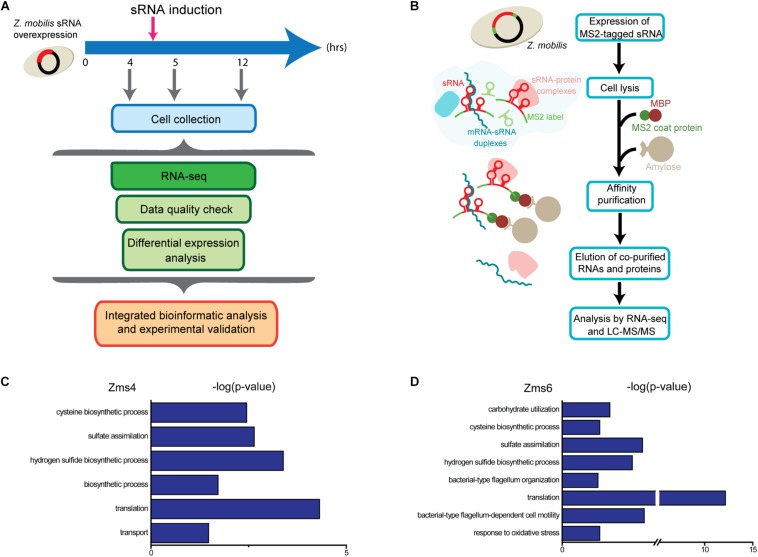
Experimental approaches designed to discern gene networks associated with Zms4 and Zms6. **(A)** Each overexpression strains were grown in 500 mL cultures anaerobically and sRNA plasmid expression was induced at 4.5 h. Portions of cells were collected at 4, 5, and 12 h of growth, representing before induction, after induction, and stationary phase, respectively. RNA was sequenced to discern impacts of Zms4 and Zms6 levels on cellular networks. Differential expression analysis was performed by DESeq2 for RNA-seq data. By integrating the data, patterns of expression at the RNA levels were used to determine most likely targets of sRNA regulation and to infer their regulatory mechanisms. **(B)** *In vivo* RNA interactions were determined by tagging each sRNA with 2MS2 binding domains and isolating them by affinity purification with maltose binding protein (MBP) and amylose beads. Upon elution, physically associated transcripts and proteins were identified by RNA-seq and mass spectrometry. **(C)** Gene ontology (GO) analysis of enriched pathways upon Zms4 induction relative to all detected genes. **(D)** GO analysis of enriched pathways upon Zms6 induction relative to all detected genes.

For these analyses, cells were collected before induction during the exponential-phase (4 h), 0.5-hour post-induction (5 h), and 7 h post-induction in the stationary phase (12 h) (Figure 2A). 

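The libraries examined here came from *Z. mobilis* 8b, an integrant of the ZM4 strain: the wild type strain, a strain that overexpressed Zms4 (pZms4) and a strain that overexpressed Zms6 (pZms6). In the overexpression strains each sRNA was transcribed from the pEZ-tet plasmid, whose promoter is induced by anhydrotetracycline, and the plasmid was kept with spectinomycin. The labels give the wild type no plasmid, so comparisons with it cover the plasmid, and spectinomycin if the wild type had none, along with the sRNA. Biological duplicates of the 3 strains were sampled at 4 h and at 5 h, which gave 12 libraries in 6 groups, and the 12 h samples were not analysed here. According to the paper, 10 μg/mL anhydrotetracycline was added to each strain about 4.5 h into growth at an optical density of 0.5, whereas the sample labels give an optical density of 0.4. The authors trimmed the reads with cutadapt (v1.3), aligned them to the ZM4 genome with BWA-mem (v0.7.12-r1039) and counted them per gene, sRNA, tRNA or rRNA with HTSeq, and these raw counts were deposited. The counts used here total 454090 to 1219731 per library (median 731011). The totals of the replicates were 1093843 and 721522 counts in pZms4 at 4 h, 775331 and 649244 in pZms4 at 5 h, 818167 and 482623 in pZms6 at 4 h, 740500 and 700487 in pZms6 at 5 h, 1219731 and 742129 in the wild type at 4 h, and 478687 and 454090 in the wild type at 5 h. Zms6 took up a large part of the counts in both overexpression strains at 5 h. This held in pZms4 too, where Zms6 was not cloned and had 29.2% and 18.7% of the counts, against 0.530% and 1.90% for Zms4. For transcripts other than Zms4 and Zms6, 293094 to 544553 counts per library remained in these strains at 5 h. Replicates were correlated across transcripts with r = 0.973 in pZms4 at 4 h and 0.860 in pZms6 at 5 h, the highest and the lowest of the 6 groups, and transcripts are not independent replicates. From the counts, log2 fold changes were computed in edgeR's quasi-likelihood test with TMM scaling, in a single fit of the 12 libraries that shares the spread between replicates over the 6 groups. The test covered the 1842 transcripts (96.8%) that passed edgeR's filter on low counts, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. In counts simulated for pZms4 at 5 h against 4 h, over 1828 transcripts, this test called 14% of the transcripts changed 2-fold, 78% of those changed 4-fold and 92% of those changed 8-fold. In pZms4 and pZms6 at 5 h against 4 h, which libraries share the spread, edgeR or DESeq2 as the test, and the 2 replicates per group moved the numbers of calls more than the scaling did.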

From these samples, RNA was extracted by standard methods and further characterized by RNA-seq in duplicates. 

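Nearly all *Z. mobilis* transcripts in the counts used here, which are fewer than the 2113 genes and sRNAs of the paper, were seen in these cultures. Of the 1737 genes, 106 sRNAs, 51 tRNAs and 9 rRNAs counted, 1881 (98.8%) had at least 1 count in the 12 libraries and 1776 (93.3%) had counts in every library. In pZms4, 325 transcripts differed at least 2-fold between 5 h and 4 h with an adjusted p under 0.05 from edgeR, and in pZms6 164 did. Of these, 121 transcripts passed in both strains, and 368 (19.3% of all transcripts counted) passed in at least 1 strain. Without the fold limit, 127 of 1713 genes tested rose and 151 fell in pZms4, and 66 rose and 64 fell in pZms6. sRNAs were mostly called in 1 direction, with 24 that rose and 1 that fell of 83 tested in pZms4 and 11 that rose and 2 that fell in pZms6. Of 43 tRNAs tested, 28 rose in pZms4 and 21 rose in pZms6, and the others did not pass. With DESeq2 on the same counts, 383 transcripts in pZms4 and 287 in pZms6 passed at 2-fold. The number that passed in at least 1 strain was 82 and 75 without pZms4 4 h replicate 1 and 2, 125 and 138 without pZms4 5 h replicate 1 and 2, and 588 without pZms6 5 h replicate 2.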

1939 genes and sRNAs (91.77% of 2113 uncovered genes/sRNAs) were detected using DESeq2 and 723 genes and sRNAs (34.22%) were observed to be differentially expressed by at least a twofold increase or decrease upon Zms4 and Zms6 induction. From this analysis, 504 genes and 42 sRNAs were significantly affected in a Zms4-dependent manner (*p*_*adj*_ < 0.05); and 418 genes and 35 sRNAs were significantly affected in a Zms6-dependent manner (*p*_*adj*_ < 0.05) (Supplementary Table S3). 

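Between 4 h and 5 h, 180 transcripts rose and 152 fell in pZms4, and 98 rose and 66 fell in pZms6 (adjusted p under 0.05 from edgeR). Among the largest rises in pZms4, after Zms6 itself, were the TonB-dependent receptor plug ZMO0001, an outer membrane uptake protein (log2 fold change 4.49, SE 0.67, adjusted p = 0.00367 from edgeR), and the 50S ribosomal protein L32, ZMO2030 (4.46, SE 0.52, adjusted p = 0.00174). Also among them were sRNA67 (8.36, SE 1.52), with 0 counts in both libraries at 4 h and 38 and 18 counts at 5 h, and the tRNA ZMOt007 (5.99, SE 0.99), with 3 and 0 counts at 4 h and 30 and 60 counts at 5 h. The largest falls in pZms4 were those of the cobalamin-independent methionine synthase ZMO1000, from 542 ± 78.3 to 45.9 ± 3.23 CPM (SD, n = 2; log2 fold change -3.56, SE 0.53, adjusted p = 0.00367 from edgeR), ZMO1929 (-2.78), the peptidase ZMO1414 (-2.78), the anaerobic ribonucleoside-triphosphate reductase ZMO1025 (-2.65) and ZMO1201 (-2.65). In pZms6, the largest rises besides Zms6 were those of the tRNA ZMOt031 (6.06, SE 1.72, adjusted p = 0.0490), the CsbD family protein ZMO0740 (4.97, SE 0.75, adjusted p = 0.00879), the tRNA ZMOt018 (4.86, SE 1.32, adjusted p = 0.0417) and sRNA40 (4.44, SE 0.68, adjusted p = 0.00879, all from edgeR). ZMOt031 had 15 and 6 counts in pZms6 at 4 h and 438 and 32 at 5 h, so that replicate 1 carries much of the rise, and in the wild type it had 24 and 49 counts at 4 h and 352 and 12 at 5 h (log2 fold change 3.44, SE 1.48, adjusted p = 0.314 from edgeR). Its call in pZms6 ended without any 1 of 9 libraries, the 4 of pZms4, pZms6 4 h replicate 1 and 2 and 5 h replicate 1, and the wild type 4 h libraries (adjusted p 0.0638 to 0.473 from edgeR). ZMOt018 had 0 and 2 counts in pZms6 at 4 h and 16 and 15 counts at 5 h, and without any 1 of the pZms4 5 h libraries, the pZms6 4 h libraries, pZms6 5 h replicate 1 or the wild type 4 h libraries its adjusted p was 0.0569 to 0.333 (edgeR). The largest falls in pZms6 were those of the exonuclease VII small subunit ZMO0856 (-2.82), the aspartate--tRNA ligase ZMO0758 (-2.70), the TPR repeat-containing protein ZMO0757 (-2.67), sRNA100 (-2.46) and the uracil-DNA glycosylase superfamily protein ZMO1649 (-2.44). The wild type had log2 fold changes of 0.50 for ZMO0001, 0.92 for ZMO2030, 1.54 for sRNA67, 0.19 for ZMOt007, -0.69 for ZMO1000, -0.83 for ZMO1929, -0.09 for ZMO1414, -0.43 for ZMO1025, -1.10 for ZMO1201, 0.91 for ZMO0740, 0.94 for sRNA40, 0.48 for ZMOt018, -0.75 for ZMO0856, -1.85 for ZMO0758 and -1.14 for ZMO0757. Against the wild type at 4 h, pZms4 was at -4.71 for sRNA67 (SE 1.90, adjusted p = 0.648 from edgeR). For ZMOt007 it was at -3.85 (SE 1.03, adjusted p = 0.445 from edgeR). The rises of sRNA67 and ZMOt007 in pZms4 may thus have started from low levels. The wild type received the inducer as well, and 0 transcripts were called between its 5 h and 4 h samples by edgeR, with 279 at an unadjusted p under 0.05 against 618 in pZms4 and 530 in pZms6. DESeq2 called 35 transcripts in the wild type. The smallest adjusted p in the wild type was that of the extracellular sucrase ZMO0375 (log2 fold change 2.45, SE 0.38, adjusted p = 0.0694 from edgeR and 8.88e-05 from DESeq2). Of the 332 transcripts called in pZms4, 269 (81.0%) had the same sign in the wild type, with a median log2 fold change of 1.70 in size in pZms4 and 0.47, signed by the pZms4 direction, in the wild type. Of the 164 called in pZms6, 144 (87.8%) had the same sign in the wild type, with medians of 1.90 and 0.66. When the response of the wild type was subtracted, edgeR called 1 transcript in pZms4, which was Zms6, and 0 in pZms6, with 279 and 178 at an unadjusted p under 0.05, and DESeq2 called 39 and 21. The responses of pZms4 and pZms6 differed from each other for 0 transcripts by edgeR, with 70 at an unadjusted p under 0.05, and for 1 by DESeq2. The calls in pZms4 numbered 17, 8, 56 and 78 without pZms4 4 h replicate 1, 4 h replicate 2, 5 h replicate 1 and 5 h replicate 2, and those in pZms6 numbered 0 and 98 without pZms6 4 h replicate 1 and 2, 22 and 364 without pZms6 5 h replicate 1 and 2, 72 to 101 without a pZms4 library, 107 and 109 without a wild type 4 h library, and 285 without a wild type 5 h library. The wild type calls numbered 6 and 41 without wild type 5 h replicate 1 and 2, those for pZms4 minus the wild type 0 without a pZms4 4 h library and 13 and 14 without pZms6 5 h replicate 1 and 2, and those for pZms6 minus the wild type 28 without pZms6 5 h replicate 2. In edgeR fits of the groups compared only, 724 were called in pZms4 and 0 in pZms6, and without the pZms4 5 h libraries, a choice made after the data were seen, 98 were called in pZms6. With the replicate number as a block, as if it paired cultures between the times, edgeR called 139 in pZms4 and 0 in pZms6. From the change of each strain after induction, at 5 h and 12 h against 4 h (Table S3), the paper states that these genes and sRNAs were affected in a Zms4-dependent or a Zms6-dependent manner.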

The induction of Zms4 especially affected expression of transcripts involved in transport and biosynthetic processes (Figure 2C) and the induction of Zms6 especially influenced oxidative stress response, cell motility/flagellum organization, and carbohydrate utilization (Figure 2D). 

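Superoxide dismutase, ZMO1060, which removes superoxide, was the measured member of the oxidative stress list, and it rose in both strains. Its level went from 194 ± 1.31 to 578 ± 161 CPM in pZms4 (SD, n = 2; log2 fold change 1.57, SE 0.37, adjusted p = 0.0169 from edgeR) and from 162 ± 3.81 to 646 ± 352 CPM in pZms6 (n = 2; 1.99, SE 0.38, adjusted p = 0.0156 from edgeR). In the wild type it was at 206 ± 0.0191 CPM and 218 ± 17.8 CPM (n = 2). Of 6 TonB-dependent receptors and iron uptake genes, 3 rose in pZms4 and 2 rose in pZms6 (4 and 4 when adjusted over the list alone), among them the receptor ZMO1463 in both (log2 fold changes 3.33 and 3.19) and the receptor plug ZMO1475 in pZms4 (1.86, SE 0.47, adjusted p = 0.0222 from edgeR). ZMO1463 was at 1.86 in the wild type too (SE 0.57, adjusted p = 0.235 from edgeR and 0.0496 from DESeq2), and its responses minus that of the wild type had adjusted p = 0.403 in pZms4 and 0.567 in pZms6 (edgeR). The receptors and iron uptake genes called in pZms4 numbered 1 and 0 without pZms4 4 h replicate 1 and 2, and those in pZms6 numbered 0 without pZms6 4 h replicate 1 and 1 without pZms6 5 h replicate 1. Of 5 ABC transporters and permeases, the ABC transporter ZMO1029 fell in pZms4 (-1.36, adjusted p = 0.0155) and in pZms6 (-1.33, adjusted p = 0.0283, both from edgeR), and the other 4 did not pass, with the same counts when adjusted over the list alone. ZMO1029 was not called in pZms4 without any 1 of the 4 pZms4 libraries (adjusted p 0.0688 to 0.127) or in pZms6 without a pZms4 4 h library, pZms6 4 h replicate 1 or 5 h replicate 1 (0.0544 to 0.238), and 2 of the 5 fell in pZms6 without pZms6 5 h replicate 2 (edgeR). Of 4 flagellum and chemotaxis genes, the chemotaxis protein methyltransferase ZMO0082 fell in pZms4 (-1.09, SE 0.33, adjusted p = 0.0415 from edgeR), also when adjusted over the list alone. In pZms6, edgeR called 0 of these 4, with 1 at an unadjusted p under 0.05 and 0 by DESeq2, and ZMO0082 was at -0.83 (SE 0.33, adjusted p = 0.123). ZMO0082 was not called in pZms4 without any 1 of the 4 pZms4 libraries, pZms6 4 h replicate 2 or the wild type 4 h libraries (adjusted p 0.0519 to 0.241), and 1 of the 4 rose in pZms6 without pZms6 5 h replicate 2 (edgeR). ZMO1475, ZMO1029 and ZMO0082 were at 0.89, -0.45 and -0.34 in the wild type. The flagellar basal body rod protein FlgB, ZMO0614, is named in Table 1 and is not on this list, and it rose in pZms6 by edgeR and by DESeq2 (adjusted p = 0.00225), with a log2 fold change of 0.53 in the wild type (SE 0.73) and adjusted p = 0.513 for the difference of the responses (edgeR). In pZms4 FlgB was at 1.94 (SE 0.75, adjusted p = 0.0941 from edgeR and 0.0352 from DESeq2). Of 7 genes of sugar uptake and sucrose use, the levansucrase ZMO0374 (1.05, SE 0.30, adjusted p = 0.0326) and the extracellular sucrase ZMO0375 (1.28, SE 0.39, adjusted p = 0.0416) rose in pZms4 by edgeR, also when adjusted over the list alone. ZMO0374 had about the same log2 fold change in the wild type (1.00, SE 0.30, adjusted p = 0.230 from edgeR) and ZMO0375 a larger one there than in pZms4, and the pZms4 response minus that of the wild type was 0.05 (SE 0.42, adjusted p = 0.963) and -1.17 (SE 0.54, adjusted p = 0.330, both from edgeR). Neither was called in pZms4 without any 1 of the 4 pZms4 libraries or the wild type 4 h libraries (adjusted p 0.0521 to 0.231 from edgeR). In pZms6, 0 of the 7 were called by edgeR, with 4 at an unadjusted p under 0.05, 1 by DESeq2 and 3 when adjusted over the list alone, and 1 was called without pZms6 5 h replicate 2 or a wild type 5 h library. As a set, the sugar genes moved upward in pZms4 (fry, adjusted p = 0.0377) and in pZms6 (adjusted p = 0.0107), with adjusted p = 0.411 and 0.231 in camera with an estimated correlation, and their direction in the wild type was upward too (fry, adjusted p = 0.0504). Minus the response of the wild type, the direction of the set was downward in pZms4 (fry, adjusted p = 0.405) and in pZms6 (adjusted p = 0.937), and neither passed. The oxidative stress, TonB, ABC and flagellum lists were read from annotations in Table S4 and in the part of Table S3 for Zms6 alone. Members from Table S3 were thus chosen by the study on these samples, as dependent on Zms6 and not on Zms4. Their counts, and contrasts between the strains in them, are not independent evidence. Zms6 was high in the pZms4 libraries at 5 h too, and ZMO1060 was not called without pZms4 4 h replicate 1, 4 h replicate 2 or 5 h replicate 1 (adjusted p 0.109 to 0.128) or, in pZms6, without 4 h replicate 1 or 5 h replicate 1 (0.0824 to 0.190).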

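The inductions of Zms4 and Zms6 shared 122 transcripts that changed, 67 that rose in both strains and 55 that fell in both, and 0 that went in opposite directions. They comprise 46 genes that rose and 54 that fell, 7 sRNAs that rose and 1 that fell, and 14 tRNAs that rose. Siroheme synthase, ZMO0006, which makes the cofactor of sulfite reductase, went from 40.7 ± 6.67 to 764 ± 112 CPM in pZms4 (SD, n = 2; log2 fold change 4.23, SE 0.81, adjusted p = 0.00789 from edgeR) and from 40.1 ± 23.6 to 619 ± 467 CPM in pZms6 (n = 2; 3.99, SE 0.83, adjusted p = 0.0178 from edgeR). Cysteine synthase, ZMO0748, rose as well (2.43, SE 0.54, adjusted p = 0.0138 in pZms4 and 1.99, SE 0.56, adjusted p = 0.0480 in pZms6, from edgeR). These are the 2 measured members of the sulfate assimilation and cysteine synthesis list, with the same calls when adjusted over the list alone, and in the wild type their log2 fold changes were 1.60 (SE 0.79) and 1.08 (SE 0.55). Of 18 ribosomal proteins, the 30S protein S18, ZMO1226, fell in pZms4 (-1.70, SE 0.46, adjusted p = 0.0271 from edgeR) and the other 17 did not pass. In pZms6, S18 fell from 1434 ± 622 to 359 ± 36.2 CPM (n = 2; SE 0.46 on the log2 scale, adjusted p = 0.0263 from edgeR) and 4 ribosomal proteins rose, among them S3, ZMO0522 (2.93, SE 0.70, adjusted p = 0.0284), L20, ZMO1515 (2.31, SE 0.47, adjusted p = 0.0168), and L22, ZMO0521 (1.85, SE 0.33, adjusted p = 0.0133). S18 was at -1.13 in the wild type (SE 0.45, unadjusted p = 0.0271 from edgeR), and its responses minus that of the wild type were -0.57 in pZms4 (adjusted p = 0.697) and -0.87 in pZms6 (adjusted p = 0.666, both from edgeR). S3, L20 and L22 were at 1.27, 0.65 and 0.72 in the wild type, with adjusted p = 0.544, 0.466 and 0.466 for the pZms6 response minus that of the wild type (edgeR). When adjusted over the list alone, 0 ribosomal proteins were called in pZms4, with 7 at an unadjusted p under 0.05 and 3 by DESeq2, and 12 rose and 1 fell in pZms6. L32, ZMO2030, is not on that list, because Tables S3 and S4 give it no function. Of 3 translation factors and tRNA synthetases on their list, the initiation factor IF-2, ZMO0554 (from 234 ± 13.2 to 576 ± 44.3 CPM, n = 2, adjusted p = 0.0351), and the peptide chain release factor 3, ZMO0743 (log2 fold change 1.71, adjusted p = 0.0284), rose in pZms6 by edgeR, and 2 when adjusted over the list alone, with log2 fold changes of 0.06 and -0.18 in the wild type. In pZms4 edgeR called 0 of the 3, with 1 at an unadjusted p under 0.05, 1 by DESeq2 and 1 when adjusted over the list alone. The aspartate--tRNA ligase ZMO0758 is not on this list, and it fell in both strains. Its log2 fold change was -2.31 in pZms4 (adjusted p = 0.0133), -2.70 in pZms6 (adjusted p = 0.0167, both from edgeR) and -1.85 in the wild type. The ribosomal proteins called in pZms4 numbered 0 without any 1 of the 4 pZms4 libraries, 4 without a pZms6 5 h library and 3 without a wild type 5 h library, and those in pZms6 numbered 3 and 2 without pZms4 4 h replicate 1 and 2, 0 and 2 without pZms6 4 h replicate 1 and 2, 0 and 13 without pZms6 5 h replicate 1 and 2, and 8 without a wild type 5 h library. Of the 3 translation genes, those called in pZms6 numbered 1 and 0 without pZms4 4 h replicate 1 and 2, 0 without a pZms6 4 h library or 5 h replicate 1 and 1 without a wild type 4 h library, and 1 was called in pZms4 without a pZms6 5 h or a wild type 5 h library. Of ZMO0006 and ZMO0748, 0 were called in pZms4 without a pZms4 4 h library and 1 without a pZms4 5 h library, and in pZms6 0 without pZms6 4 h replicate 1 or 5 h replicate 1 and 1 without any 1 of the pZms4 libraries, pZms6 4 h replicate 2 or the wild type 4 h libraries. The ribosomal list rests for 17 members on annotations of the part of Table S3 for Zms6 alone, which the study chose on these samples. The paper listed these 17 for Zms6 and not for Zms4, so the contrast between the strains in these counts was partly fixed in advance. The part of the table for both sRNAs was not searched. In an edgeR fit of only the groups compared, and in one with the replicate number as a block, 0 transcripts were called in pZms6 and so 0 were shared. In the main fit the shared transcripts were 36.7% of the calls in pZms4 and 74.4% of those in pZms6. Independent lists of the same sizes would share 9.58 transcripts that rose and 5.45 that fell (one-sided Fisher's exact test, p = 2.12e-49 and 4.63e-53). Across transcripts, which are not independent replicates, the log2 fold changes of the strains correlated with r = 0.754, and Zms6 was high in both sets of 5 h libraries. After the response of the wild type was subtracted from both, r was 0.715 and the covariance 0.770, where 50 simulations of unchanged groups against the same controls gave r = 0.509 (0.468 to 0.560) and a covariance of 0.298. The simulations gave the wild type no change between the times. In the data its log2 fold changes had a standard deviation of 0.766 across transcripts, and this change enters both differences. The gap between data and simulations therefore does not measure a response shared beyond the wild type. The shared calls numbered 14 and 5 without pZms4 4 h replicate 1 and 2, 32 and 40 without pZms4 5 h replicate 1 and 2, 21 and 193 without pZms6 5 h replicate 1 and 2, and 197 and 196 without wild type 5 h replicate 1 and 2. Without pZms6 4 h replicate 1 there were 0 by edgeR, because 0 transcripts were then called in pZms6, and DESeq2 on all libraries gave 199.

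**Figure D1:**
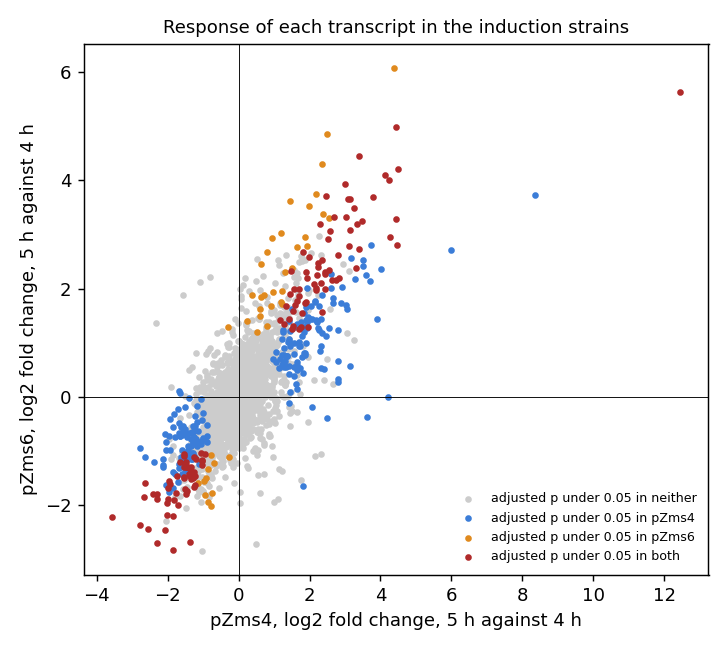
Log2 fold change from 4 h to 5 h in pZms4 (x axis) and in pZms6 (y axis) for the 1842 transcripts tested, coloured by whether edgeR called the transcript in both strains, in 1 strain or in neither. The 122 transcripts called in both lie in the upper right (67) and lower left (55) corners.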

Interestingly, more than half of them (249 genes and 27 sRNAs) were influenced by both Zms4 and Zms6, such as translation, hydrogen sulfide biosynthetic processes, sulfate assimilation, and cysteine biosynthetic processes (Supplementary Table S3 and Figures 2C,D). 

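Of the 22 transcripts that Table 1 lists for Zms4, 6 rose and 1 fell in pZms4 between 4 h and 5 h by edgeR (10 and 1 when adjusted over the list alone), and 15 did not pass. L32, the ribosomal protein named above, went from 9.60 ± 3.56 to 208 ± 39.5 CPM (SD, n = 2). ZMO1851, an uncharacterized protein, had a log2 fold change of 1.91 (SE 0.52, adjusted p = 0.0276 from edgeR), and the zinc-binding alcohol dehydrogenase family protein ZMO1696 had 1.40 (SE 0.44, adjusted p = 0.0460). The transcript that fell was ZMO1649, a relative of the DNA repair enzyme uracil-DNA glycosylase, from 822 ± 3.69 to 141 ± 42.3 CPM (n = 2; -2.55, SE 0.50, adjusted p = 0.00856 from edgeR). The wild type had log2 fold changes of -0.77 for ZMO1851, 0.60 for ZMO1696, -0.60 for ZMO1649 and 0.64 for ZMO0998. As a set these 22 moved upward in pZms4 (fry, adjusted p = 0.00201), with adjusted p = 0.0829 with an estimated correlation. Of the 18 transcripts that Table 1 lists for Zms6, 1 rose and 1 fell in pZms6 (2 and 3 when adjusted over the list alone), and 16 did not pass. The methionine sulfoxide reductase MsrA, ZMO0998, which repairs oxidized methionine, rose (2.02, SE 0.55, adjusted p = 0.0417 from edgeR), and ZMO1649 fell. The NAD+ synthetase ZMO0899 was at 1.46 (SE 0.42, adjusted p = 0.0517) and the outer membrane assembly protein LptD, ZMO1311, at -1.05 (SE 0.33, adjusted p = 0.0634, both from edgeR). The flagellar rod protein FlgB, ZMO0614, listed for Zms4, rose in pZms6 (2.78, SE 0.78, adjusted p = 0.0469 from edgeR), and was not called there without any 1 of 9 libraries, the 4 of pZms4, pZms6 4 h replicate 1 and 2 and 5 h replicate 1, and the wild type 4 h libraries (adjusted p 0.0669 to 0.377). FlgB was at 1.94 in pZms4 (SE 0.75, adjusted p = 0.0941 from edgeR and 0.0352 from DESeq2). The 18 had no common direction by limma's fry (adjusted p = 0.206). The study chose both lists on these samples, so their counts are not independent evidence of a direction, and Zms6 was high in the pZms4 libraries at 5 h as well. The Table 1 transcripts of Zms4 called in pZms4 numbered 1 without a pZms4 4 h library or 5 h replicate 1, 2 without pZms4 5 h replicate 2, 11 without a pZms6 5 h library, 3 without a wild type 4 h library and 12 without a wild type 5 h library. Those of Zms6 called in pZms6 numbered 0 without pZms6 4 h replicate 1 or 5 h replicate 1, 5 without pZms6 5 h replicate 2 or a wild type 5 h library, and 1 without any other library. ZMO1696 was not called when any 1 of 8 libraries was left out, the 4 of pZms4 and the 4 h libraries of pZms6 and the wild type (adjusted p 0.0502 to 0.263 from edgeR).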

Several transcripts and proteins potentially regulated by Zms4 and Zms6 have been previously reported to be differentially expressed under ethanol stress (Table 1). Given that Zms4 and Zms6 are naturally up-regulated upon ethanol stress, these observations evidence that many transcripts and proteins associated with cellular levels of Zms4 and Zms6 are tightly linked to ethanol tolerance pathways. In addition, several genes directly involved in ethanol metabolism were also found differentially expressed. For instance, alcohol dehydrogenase 1 (*adhA*), which facilitates the interconversion between alcohols and aldehydes, was significantly upregulated by Zms4 and Zms6 overexpression. 

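The transcript of alcohol dehydrogenase 1, ZMO1236, went from 202 ± 35.0 CPM at 4 h to 457 ± 85.7 CPM at 5 h in pZms4 and from 190 ± 10.0 to 510 ± 185 CPM in pZms6 (SD, n = 2 each). It rose in both strains, with log2 fold changes of 1.17 (SE 0.36, adjusted p = 0.0443) and 1.42 (SE 0.37, adjusted p = 0.0370 from edgeR). In the wild type it was at 284 ± 111 CPM and 328 ± 45.8 CPM (n = 2), a log2 fold change of 0.21 (SE 0.36, adjusted p = 0.827 from edgeR). The difference of the responses from that of the wild type had an adjusted p of 0.394 in pZms4 and 0.491 in pZms6. Of 15 loci of the Entner-Doudoroff pathway, by which *Z. mobilis* breaks down glucose, and of ethanol formation, 2 rose and 6 fell in pZms4 (2 and 7 when adjusted over the list alone). Beside ZMO1236, glucose-6-phosphate isomerase, ZMO1212, rose (1.52, SE 0.36, adjusted p = 0.0176 from edgeR), and ZMO0178 (-1.52), ZMO1608 (-1.40), ZMO0997 (-1.26) and ZMO0368 (-1.08) were among those that fell. The wild type had -1.10 for ZMO0997 (SE 0.32, adjusted p = 0.230 from edgeR and 0.0348 from DESeq2), close to its value in pZms4, with a difference of the responses of -0.16 (SE 0.45, adjusted p = 0.884 from edgeR). For ZMO0178, ZMO1608 and ZMO0368 the wild type had 0.06, -0.27 and -0.44, and the differences of the responses had adjusted p = 0.182, 0.329 and 0.478 (edgeR). ZMO1212 was at 0.50 in the wild type (SE 0.36). ZMO1608 went from 6854 ± 256 to 2589 ± 466 CPM in pZms4 (n = 2). In pZms6, ZMO1236 and ZMO1212 rose (ZMO1212 from 222 ± 77.0 to 548 ± 233 CPM, n = 2, adjusted p = 0.0477 from edgeR) and the other 13 did not pass, with 2 that fell when adjusted over the list alone. As a set the list moved downward in pZms4 (fry, adjusted p = 0.00257; adjusted p = 0.154 with an estimated correlation), with adjusted p = 0.206 in pZms6. The difference of the pZms4 and wild type responses was downward for the set too (fry, adjusted p = 0.0305; adjusted p = 0.143 with an estimated correlation). Of the 15, 0 were called in pZms4 without any 1 of the 4 pZms4 libraries, and in pZms6 0 without any 1 of these, a pZms6 4 h library or pZms6 5 h replicate 1 and 1 without a wild type 4 h library. The list was written from general knowledge of ZM4 loci, and the tables used here name no product for these 4 loci that fell, and Zms6 was high in the pZms4 libraries at 5 h as well. The call of ZMO1236 ended without any 1 of the 4 pZms4 libraries or pZms6 4 h replicate 1 in pZms4 (adjusted p 0.0596 to 0.244), and without any 1 of the 4 pZms4 libraries, the pZms6 4 h libraries or pZms6 5 h replicate 1 in pZms6 (0.0573 to 0.276, edgeR). In pZms6 it also ended in a fit of the pZms6 libraries only (0.141).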

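The transcript of the RNA-binding protein Hfq, ZMO0347, went from 258 ± 19.3 CPM at 4 h to 603 ± 191 CPM at 5 h in pZms4, from 290 ± 87.3 to 610 ± 102 CPM in pZms6, and from 323 ± 65.3 to 411 ± 0.403 CPM in the wild type (SD, n = 2 each). It rose in pZms4 with a log2 fold change of 1.22 (SE 0.33, adjusted p = 0.0283 from edgeR). In pZms6 the log2 fold change was 1.08 (SE 0.34, adjusted p = 0.0658 from edgeR and 0.0244 from DESeq2). The wild type had a log2 fold change of 0.35 (SE 0.33, adjusted p = 0.650 from edgeR), and the responses minus that of the wild type had adjusted p = 0.403 in pZms4 and 0.614 in pZms6. Without pZms4 4 h replicate 1, 4 h replicate 2 or 5 h replicate 1, the adjusted p in pZms4 was 0.144 to 0.188, and without pZms6 5 h replicate 2 that in pZms6 was 0.0463 (edgeR). The pZms4 libraries at 5 h were high in Zms6 too, and the 5′-UTR of this gene was not analysed here.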

The expression of *hfq* gene and its 5′-UTR were also significantly upregulated upon the induction of both Zms4 and Zms6, suggesting that Zms4 and Zms6 may affect these important pathways by modulating the expression of other Hfq-dependent sRNAs (although Hfq has not been yet demonstrated to be functional as an sRNA chaperone in *Z. mobilis*).

**TABLE 1:** List of transcripts and proteins differentially regulated by both ethanol stress and sRNA overexpression in *Z. mobilis*.

**Transcripts differentially expressed under both 5% ethanol stress (He et al., 2012a) and Zms4 over expression**	
ZMO0265	Aspartyl protease
ZMO0374	Levansucrase (beta-D-fructofuranosyl transferase) (sucrose 6-fructosyl transferase)
ZMO0447	Uncharacterized protein
ZMO0614	Flagellar basal body rod protein FlgB
ZMO0924	Protein translocase subunit SecA
ZMO1045	Phosphate-selective porin O and P
ZMO1055	Diguanylate cyclase/phosphodiesterase
ZMO1065	Phage shock protein C, PspC
ZMO1262	Binding-protein-dependent transport systems inner membrane component
ZMO1285	Glucose-methanol-choline oxidoreductase
ZMO1426	DNA repair protein RadC
ZMO1458	Uncharacterized protein
ZMO1522	TonB-dependent receptor
ZMO1647	Transcription-repair-coupling factor (TRCF)
ZMO1649	Uracil-DNA glycosylase superfamily
ZMO1696	Zinc-binding alcohol dehydrogenase family protein
ZMO1802	Integration host factor subunit beta
ZMO1851	Uncharacterized protein
ZMO1855	Transcriptional regulator, GntR family with aminotransferase domain
ZMO1882	Uncharacterized protein
ZMO1961	Uncharacterized protein
ZMO2030	50S ribosomal protein L32
**Transcripts differentially expressed under both 5% ethanol stress (He et al., 2012a) and Zms6 over expression**	
ZMO0265	Aspartyl protease
ZMO0374	Levansucrase (Beta-D-fructofuranosyl transferase) (Sucrose 6-fructosyl transferase)
ZMO0899	NAD+ synthetase
ZMO0917	2-nitropropane dioxygenase, NPD
ZMO0952	tRNA (cytidine(34)-2′-*O*)-methyltransferase (tRNA (cytidine/uridine-2′-*O*-)-methyltransferase TrmL)
ZMO0998	Peptide methionine sulfoxide reductase MsrA (Protein-methionine-*S*-oxide reductase)
ZMO1012	Uncharacterized protein
ZMO1030	Uncharacterized protein
ZMO1067	Fe-S metabolism associated SufE
ZMO1295	7-carboxy-7-deazaguanine synthase (CDG synthase) (queuosine biosynthesis protein QueE)
ZMO1311	LPS-assembly protein LptD
ZMO1458	Uncharacterized protein
ZMO1473	Uncharacterized protein
ZMO1522	TonB-dependent receptor
ZMO1649	Uracil-DNA glycosylase superfamily
ZMO1697	Zinc-binding alcohol dehydrogenase family protein
ZMO1855	Transcriptional regulator, GntR family with aminotransferase domain
ZMO2034	Conserved hypothetical replication initiator and transcription repressor protein

### Identification of Potential Direct Targets of Zms4 and Zms6

To identify specific transcripts and proteins that *directly* interact *in vivo* with Zms4 and Zms6, we conducted a genome-wide MAPS approach (Figure 2B) (Lalaouna and Masse, 2015). For these experiments, each sRNA was 5′ end tagged with a 2-MS2-binding domain (sequences in Supplementary Table S2). The tagged sRNAs were expressed in the wild type strain using the pBBR1MCS2-Pgap vector (Yang et al., 2014). Bound complexes were collected at the exponential phase (OD_600__nm_ of 0.6) and isolated using maltose binding protein (MBP) columns. Transcripts and proteins co-precipitated with each sRNA were identified by RNA-sequencing and Mass spectrometry. Transcripts and proteins with at least 1.5-fold enrichment in the pMS2-Zms4 and pMS2-Zms6 strains relative to the pMS2 control (lacking sRNA expression) were analyzed further as potential sRNA targets (Supplementary Tables S4, S5).

123 and 35 transcripts were pulled down by MS2-MBP-Zms4 and MS2-MBP-Zms6, respectively (Figure 3A and Supplementary Table S4). Based on the observed expression patterns in the transcriptomics data, potential mechanisms of regulation were predicted (Figure 3A). 

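Of the transcripts other than Zms4 and Zms6 pulled down with Zms4 (Table S4), 120 were tested in the RNA-seq libraries, and 92 had a positive log2 fold change in pZms4, 89 in pZms6 and 69 in the wild type. In pZms4, 37 rose, 6 fell and 77 did not pass (47 and 11 when adjusted over the list alone), and in pZms6 25 rose, 6 fell and 89 did not pass (41 and 6 when adjusted over the list alone). sRNA94 went from 17.1 ± 0.0334 to 237 ± 52.8 CPM in pZms4 (SD, n = 2; log2 fold change 3.78, SE 0.57, adjusted p = 0.00367 from edgeR), and ZMO1857 went from 75.9 ± 8.75 to 390 ± 143 CPM (n = 2; 2.36, SE 0.36, adjusted p = 0.00392 from edgeR). The transglycosylase-associated protein ZMO1289 rose in pZms4 (2.68, SE 0.43) and in pZms6 (3.32, SE 0.44), with adjusted p = 0.00396 and 0.00879 from edgeR. sRNA94, ZMO1857 and ZMO1289 were at -0.08, 0.12 and 0.08 in the wild type, and their pZms4 responses minus that of the wild type had adjusted p = 0.0859, 0.0916 and 0.0859 from edgeR and 0.00278, 0.0108 and 0.00278 from DESeq2. As a set the transcripts moved upward in pZms4 (fry, adjusted p = 0.00201) and in pZms6 (adjusted p = 0.00464), with adjusted p = 0.0829 and 0.135 with an estimated correlation. In the wild type the set had adjusted p = 0.708 (fry), and edgeR called 0 members, with 13 at an unadjusted p under 0.05 and 4 by DESeq2. For the response of pZms4 minus that of the wild type, edgeR called 0 members, with 33 at an unadjusted p under 0.05, 7 by DESeq2 and 5 when adjusted over the list alone. The pulldown used other samples, so this list was not chosen on these libraries, and the pulldown counts were not analysed here. Zms6 was high in the 5 h libraries of both strains. The members called in pZms4 numbered 3 and 1 without pZms4 4 h replicate 1 and 2 and 10 and 15 without pZms4 5 h replicate 1 and 2, and those called in pZms6 numbered 0 and 19 without pZms6 4 h replicate 1 and 2, 6 without pZms6 5 h replicate 1 and 18 without pZms4 4 h replicate 2.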

Zms4 was hypothesized to directly repress 33 transcripts by inducing transcript degradation or blocking the ribosome binding site (RBS) sequence and to directly activate 88 genes by transcript stabilization or exposure of the RBS. Similarly, Zms6 was hypothesized to directly up-regulate 16 transcripts and directly down-regulate 20 transcripts by the same corresponding mechanisms. 

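Of the transcripts other than Zms6 pulled down with Zms6 (Table S4), 33 were tested, and in pZms6 3 rose, 1 fell and 29 did not pass (3 and 3 when adjusted over the list alone). Those that rose were siroheme synthase, Zms16 and the aminotransferase ZMO0002, which went from 15.1 ± 5.33 to 82.2 ± 23.9 CPM (SD, n = 2; log2 fold change 2.35, SE 0.60, adjusted p = 0.0370 from edgeR) and was at 1.90 on the log2 scale in the wild type (SE 0.56, adjusted p = 0.230). The TPR repeat-containing protein ZMO0756 fell from 208 ± 74.7 to 72.9 ± 27.7 CPM (n = 2; -1.48, SE 0.39, adjusted p = 0.0374 from edgeR). In pZms4, 4 of the 33 rose and 3 fell (6 and 4 when adjusted over the list alone), among them ZMO0756 (-1.55, SE 0.38, adjusted p = 0.0185 from edgeR). ZMO0756 was at -0.96 in the wild type (SE 0.37, unadjusted p = 0.0235 from edgeR), and its responses minus that of the wild type were -0.59 in pZms4 (adjusted p = 0.625) and -0.52 in pZms6 (adjusted p = 0.760, both from edgeR). ZMO1934, an N-6 DNA methylase, fell in pZms4 (-1.65, SE 0.38, adjusted p = 0.0158 from edgeR) and was at 0.07 (SE 0.37, adjusted p = 0.919) in pZms6. ZMO1934 was at 0.33 in the wild type (SE 0.36), and its pZms4 response minus that of the wild type had adjusted p = 0.146 from edgeR and 0.0522 from DESeq2. The difference of the pZms4 and pZms6 responses of ZMO1934 was -1.72 (SE 0.53, adjusted p = 0.958 from edgeR). As a set the 33 had no common direction by limma's fry in pZms6 (adjusted p = 0.297) or pZms4 (adjusted p = 0.574). For the responses minus that of the wild type edgeR called 0 members in pZms4 and 0 in pZms6, with 4 and 3 at an unadjusted p under 0.05 and 0 and 0 by DESeq2. The members called in pZms6 numbered 0 without pZms6 4 h replicate 1 or 5 h replicate 1, 8 without pZms6 5 h replicate 2, 7 without a wild type 5 h library and 2 without any 1 of the pZms4 libraries, pZms6 4 h replicate 2 or wild type 4 h replicate 1, and those in pZms4 numbered 0 without a pZms4 4 h library and 1 without a pZms4 5 h library. The pZms4 libraries at 5 h were high in Zms6 too, and ZMO1934 was not called in pZms4 without any 1 of the 4 pZms4 libraries (adjusted p 0.0863 to 0.104 from edgeR).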

Functionally, these potential targets are involved in differently pathways, including transport, DNA repair, cell motility/flagellum organization and oxidative-reductase stress response. One of our most interesting observations was that the Zms4 and Zms6 pulldowns were enriched for several other sRNAs that were previously identified to naturally respond to ethanol stress in *Z. mobilis* (Cho et al., 2014), which is consistent with our transcriptomic data showing altered expression of several previously identified sRNAs (Cho et al., 2014) by Zms4 and Zms6 induction (Supplementary Table S3). 

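Some sRNAs other than Zms4 and Zms6 rose after induction. Of 81 tested, 22 rose, 1 fell and 58 did not pass in pZms4 (28 and 2 when adjusted over the list alone), and 10 rose, 2 fell and 69 did not pass in pZms6 (23 and 4 when adjusted over the list alone). Those called in pZms4 numbered 1 and 0 without pZms4 4 h replicate 1 and 2 and 5 and 10 without pZms4 5 h replicate 1 and 2, and those called in pZms6 numbered 0 without pZms6 4 h replicate 1, 3 and 23 without pZms6 5 h replicate 1 and 2, and 29 without a wild type 5 h library. Zms7 went from 343 ± 8.71 to 2445 ± 17.3 CPM in pZms4 (SD, n = 2; log2 fold change 2.83, SE 0.45, adjusted p = 0.00396 from edgeR) and from 550 ± 325 to 2525 ± 731 CPM in pZms6 (n = 2; 2.20, SE 0.44, adjusted p = 0.0167 from edgeR), with a log2 fold change of 1.45 in the wild type (SE 0.43, adjusted p = 0.230 from edgeR and 0.0520 from DESeq2). sRNA46 rose in pZms4 (2.81, SE 0.41, adjusted p = 0.00367 from edgeR) and was at 1.24 (SE 0.41, adjusted p = 0.0754) in pZms6. Against the wild type, sRNA46 in pZms4 was at -1.76 at 4 h (SE 0.40, adjusted p = 0.349 from edgeR and 0.0453 from DESeq2). At 5 h it was at 0.13 against the wild type (SE 0.38, adjusted p = 0.872 from edgeR), so the rise started from a low level. sRNA24 rose in both (1.98 and 2.59, adjusted p = 0.0103 and 0.0133 from edgeR), and sRNA100 fell in both (-2.07, SE 0.45, adjusted p = 0.0128 in pZms4 and SE 0.47, adjusted p = 0.0156 in pZms6, from edgeR). The wild type values had the same sign, at 1.11 (SE 0.40) for sRNA24, 0.92 (SE 0.38) for sRNA46 and -0.98 (SE 0.43) for sRNA100, at unadjusted p = 0.0179, 0.0336 and 0.0400 from edgeR. The responses minus that of the wild type had adjusted p = 0.500 in pZms4 and 0.466 in pZms6 for sRNA24, 0.185 and 0.871 for sRNA46, and 0.427 and 0.494 for sRNA100 (edgeR). Zms16 had 5 and 1 counts in pZms6 at 4 h and 13 and 20 counts at 5 h, a log2 fold change of 3.52 (SE 0.76, adjusted p = 0.0208 from edgeR), and in pZms4 it was at 1.98 (SE 0.69, adjusted p = 0.0680). As a set the other sRNAs moved upward in pZms4 (fry, adjusted p = 0.00252) and pZms6 (adjusted p = 0.0222), with adjusted p = 0.0935 and 0.215 with an estimated correlation. In the wild type 0 of the 81 were called by edgeR, with 16 at an unadjusted p under 0.05 and 5 by DESeq2, and the set had adjusted p = 0.592 (fry). The set differed between pZms4 and the wild type (fry on the difference of the responses, adjusted p = 0.0365; adjusted p = 0.143 with an estimated correlation), with adjusted p = 0.321 for pZms6 (fry). Zms6 was high in the 5 h libraries of both strains, and without pZms6 4 h replicate 1, 4 h replicate 2 or 5 h replicate 1 the adjusted p of Zms16 in pZms6 was 0.0664 to 0.196 (edgeR).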

Importantly, Zms6 was also significantly enriched in the Zms4 pulldown, and 26 transcripts were enriched in both Zms4 and Zms6 (Supplementary Table S4). These observations strengthened the possibility that Zms4 and Zms6 interact with each other and subsequently seed a multi-sRNA network. Another observation was the potential that Zms4 and Zms6 have both activation and repression regulatory capabilities, an interesting possibility given the rarer activation role that has been assigned to sRNAs from studies in model bacteria.

**FIGURE 3:**
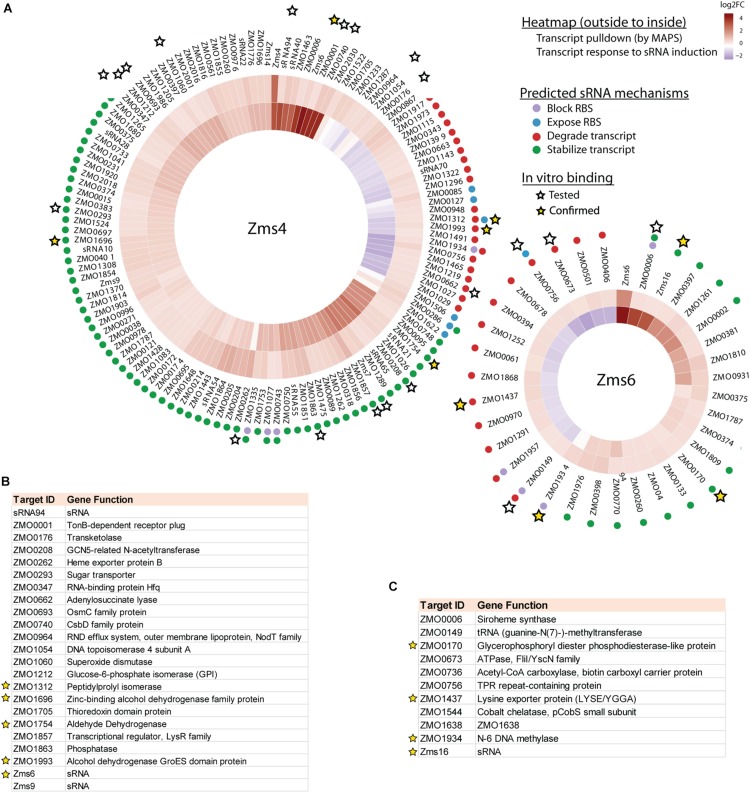
Integrated omics analyses reveal most likely targets of Zms4 and Zms6 regulation. **(A)** Heat map shows the genes that co-immunoprecipitated with Zms4 and Zms6 and also showed patterns of gene expression consistent with canonical sRNA mechanisms: blocking or exposing the RBS and degrading or stabilizing the transcript (colored dots). Heat map tiles (outside to inside) show the log_2_ fold changes of the sRNA-immunoprecipitation enrichment compared to the control, and the transcript expression level at 5 h (after sRNA induction) vs. 4 h (before induction). Multiple potential targets with a variety of predicted mechanisms were tested for direct binding with each sRNA *in vitro* (stars) and several were confirmed (yellow stars). **(B)** The list of selected Zms4 targets tested by EMSA. The confirmed targets are marked by yellow stars. **(C)** The list of selected Zms6 targets tested by EMSA. The confirmed targets are marked by yellow stars.

To analyze the potential functional dependence of Zms4 and Zms6 on cellular factors (i.e., chaperones, etc.), we also analyzed proteins that were uniquely enriched by co-precipitation with Zms4 and Zms6 relative to the pMS2 control (lacking sRNA expression) (*p* < 0.05, Students’ *T*-test, Supplementary Table S5). Given that our major focus was to identify mRNA targets, we were most interested in proteins that co-immunoprecipitated with both sRNAs as potential indication of specific cellular co-factors that could play important roles in the biology of sRNAs in *Z. mobilis*. This was especially interesting given the lack of sRNA characterization that has been done in this non-model organism. Given that the transcription termination/antitermination protein (NusA, ZMOb_1083) was co-immunoprecipitated with both sRNAs, it is likely that NusA-dependent transcription processing is relevant to these sRNAs in *Z. mobilis*. The biological significance (if any) of the second protein enriched in both Zms4 and Zms6 [3-isopropylmalate dehydratase large subunit (LeuC, ZMOb_0723)] is less clear as no RNA interactions are predicted for this protein and no homologs of this protein that have been shown to be regulated by sRNAs in other species. It is also worth noting that the Hfq protein, was not detected to co-precipitate with these sRNAs, indicating the possibility that it is not essential for Zms4 and Zms6 function or that it might not serve as a strong general sRNA–mRNA chaperone in this organism. Although we cannot exclude the possibility that some proteins attached *in vivo* were lost in our purification procedure or difficult to detect by LC-MS/MS (Kaboord et al., 2015), the lack of Hfq binding to these particular sRNAs was also observed *in vitro* (Supplementary Figure S2A). The expression of Zms4 and Zms6 was also not affected by the deletion of *hfq* (Supplementary Figure S2B), although we showed here that Hfq is essential for the survival of *Z. mobilis* under both normal condition and 6% ethanol stress (Supplementary Figure S2C). However, our transcriptomics data showed that the expression of *hfq* gene and its 5′UTR was upregulated significantly upon Zms4 and Zms6 induction (Supplementary Table S3). These data suggest that Zms4 and Zms6 could serve as advanced regulators over other sRNAs through affecting the expression of *hfq*. Overall, our characterization of Hfq interactions indicate that these two sRNAs function in an Hfq-independent manner but potentially affect a wide range of sRNAs through modulating *hfq* expression indirectly. It is worth noting that no homology of other known sRNA chaperons, like ProQ, has been found in *Z. mobilis*.

### Confirmation of Multiple Direct RNA Targets

Given the non-specific interactions that can be captured via pull-down approaches like MAPS (which are likely amplified by the sensitivity of RNA-seq approaches), we next validated physical interactions of the predicted mRNA targets and the corresponding sRNA. We selected 23 target candidates of Zms4 and 11 target candidates of Zms6 for *in vitro* testing (marked with a star in Figure 3A). We selected our candidates based on their potential relevance to ethanol tolerance as judged by our transcriptomics data and previous omics studies in *Z. mobilis* (Yang et al., 2009; Yi et al., 2015) and by whether they are independently transcribed (whether their 5′-UTRs significantly overlap with neighboring gene coding regions). 

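Among the 22 candidates tested by EMSA with Zms4 that were measured, 11 rose, 1 fell and 10 did not pass in pZms4 (12 and 3 when adjusted over the list alone), and 10 rose, 2 fell and 10 did not pass in pZms6 (12 and 2 when adjusted over the list alone). The candidates called in pZms4 numbered 1 and 0 without pZms4 4 h replicate 1 and 2 and 4 and 6 without pZms4 5 h replicate 1 and 2, and those in pZms6 numbered 0 and 6 without pZms6 4 h replicate 1 and 2 and 4 without pZms6 5 h replicate 1. The CsbD family protein ZMO0740 went from 1106 ± 63.1 to 24201 ± 4258 CPM in pZms4 (SD, n = 2; log2 fold change 4.45, SE 0.73, adjusted p = 0.00428 from edgeR). The sugar transporter ZMO0293 was at 0.85 (SE 0.40, adjusted p = 0.160) in pZms4 and 1.35 (SE 0.41, adjusted p = 0.0595) in pZms6, and the peptidylprolyl isomerase ZMO1312, a protein folding enzyme, was at -1.02 (SE 0.36, adjusted p = 0.0685) and -0.12 (SE 0.36, adjusted p = 0.861, all from edgeR). As a set these candidates moved upward in pZms4 (fry, adjusted p = 0.00270) and pZms6 (adjusted p = 0.00464), with adjusted p = 0.168 and 0.151 with an estimated correlation. Of the 11 candidates tested with Zms6, 2 rose, 1 fell and 8 did not pass in pZms6 (2 and 2 when adjusted over the list alone), and 1 rose, 3 fell and 7 did not pass in pZms4 (2 and 4 when adjusted over the list alone). Of these 11, 0 were called in pZms6 without pZms6 4 h replicate 1 or 5 h replicate 1, and in pZms4 0 without a pZms4 4 h library and 1 without a pZms4 5 h library. The DNA repair protein RecO, ZMO0673, fell from 215 ± 41.7 to 55.6 ± 28.8 CPM in pZms4 (n = 2; -1.95, SE 0.51, adjusted p = 0.0239 from edgeR) and was at -1.75 (SE 0.52, adjusted p = 0.0551) in pZms6 and -1.38 (SE 0.49, adjusted p = 0.251) in the wild type. The lysine exporter ZMO1437 was at -0.66 (SE 0.39, adjusted p = 0.298) and the phosphodiesterase-like ZMO0170 at 0.46 (SE 0.75, adjusted p = 0.717) in pZms6 by edgeR. As a set the Zms6 candidates moved downward in pZms4 (fry, adjusted p = 0.0374; adjusted p = 0.336 with an estimated correlation), with adjusted p = 0.612 in pZms6. Against the response of the wild type, edgeR called 0 of the Zms4 candidates in pZms4 and 0 in pZms6, with 6 and 10 at an unadjusted p under 0.05, 4 and 3 by DESeq2 and 5 and 8 when adjusted over the list alone. The study chose the candidates partly on these samples, so the counts are not independent evidence of a direction, and Zms6 was high in the 5 h libraries of both strains.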

For these assays, the 5′ region (∼−200 to +100 nt relevant to the start codon) of each mRNA target was initially screened for binding with the full sRNA transcript [as previously characterized by RACE analysis (Cho et al., 2014)] using EMSAs with 5 pmol sRNA and excessive targets (100 pmol). We selected these regions given that most sRNAs are found to base pair within the 5′-UTR region of the target they regulate (Gottesman and Storz, 2011). We confirmed interactions for 5 of the 23 RNAs tested as potential Zms4 targets and for 4 of the 11 RNAs tested as potential Zms6 targets by EMSA analysis (Figures 3B,C, Table 2, and Supplementary Figure S3). We confirmed two alcohol dehydrogenase genes (*ZMO1696* and *ZMO1993*), a peptidylprolyl isomerase gene (*ZMO1312*) and an aldehyde dehydrogenase gene (*ZMO1934*) as Zms4 targets, suggesting that both the ethanol synthesis and anabolism pathways are potentially regulated by this sRNA directly. As for Zms6, the confirmed targets include an N-6 DNA methylase gene (*ZMO1934*), a lysine exporter encoding gene (*ZMO1437*) and a glycerophosphoryl diester phosphodiesterase encoding gene (*ZMO0170*), which indicates Zms6 might affect the ethanol related pathways in an indirect manner through these genes. Notably, we also confirmed the binding between Zms4 and Zms6 as well as the interaction between Zms6 and another previously identified sRNA, Zms16 (Cho et al., 2014). This supports our hypothesis that these sRNAs interplay with each other and form a multi-sRNA network.

**TABLE 2:** Confirmed targets of Zms4 and Zms6 regulation.

**sRNA**	**Targets**	**Description**	**Predicted binding sites**	***K*_d_ (pmol)**
Zms4	*ZMO1696*	Zinc-binding alcohol dehydrogenase family protein	−11 ……−1	46.8
	*ZMO1754*	Aldehyde dehydrogenase	−28 ……−17	117.9
	*ZMO1993*	Alcohol dehydrogenase GroES domain protein	−51 ……−38	107.3
	*ZMO1312*	Peptidylprolyl isomerase	+40 ……+53	600.0
	Zms6	sRNA	99 ……117	42.8
Zms6	*ZMO1934*	N-6 DNA methylase	−38 ……+26	20.9
	*ZMO0170*	Glycerophosphoryl diester phosphodiesterase-like protein	−3 ……+12	53.2
	*ZMO1437*	Lysine exporter protein	+28……+75	132.0
	Zms16	sRNA	303 ……318	27.7

To better quantify how strong these interactions are and to exclude the possibility that the observed interactions did not result artificially from excessive usage of RNA targets, we incubated 5 pmol of sRNA with increasing concentrations (0∼200 pmol) of various targets and calculated their dissociation constant (Figures 4A–D and Table 2). Our results demonstrated that Zms4 formed stable complexes with high affinity (46.8 pmol and 42.8 pmol) with *ZMO1696* and Zms6. Interestingly, for these two targets, two distinct complexes were observed, indicating a potential 2:1 binding stoichiometry between Zms4 and these mRNAs. In contrast, the affinities of RNA complexes between Zms4 and *ZMO1993*, *ZMO1754* and *ZMO1312* were weaker (107.3 pmol, 117.9 pmol, and 600 pmol). For Zms6, *ZMO1934* and Zms16 showed the strongest affinity (20.9 pmol and 27.7 pmol), while the binding of other complexes (*ZMO1437* and *ZMO0170* mRNAs) was significantly weaker (132 pmol and 53.2 pmol).

**FIGURE 4:**
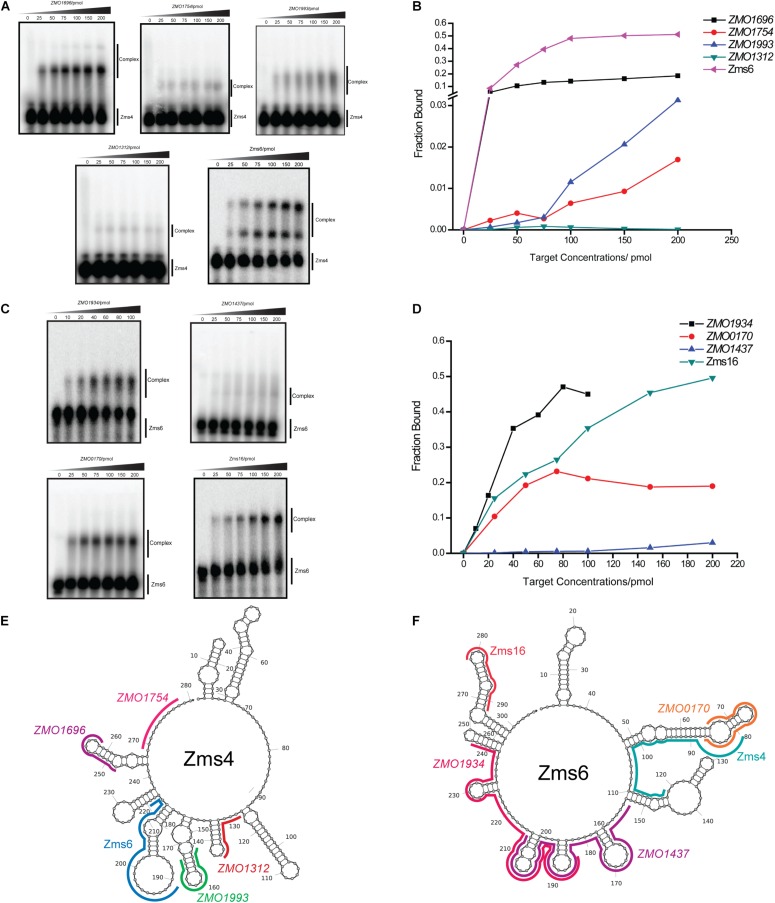
sRNA-target interacting pairs verified by EMSA. The internally labeled Zms4/Zms6 (5 pmol) was incubated with increasing concentrations (0–200 pmol) of target RNAs. *ZMO1696*, *ZMO1754*, *ZMO1993*, *ZMO1312*, and Zms6 were confirmed to bind to Zms4 *in vitro* **(A)** with various affinities **(B)**. In the case of Zms6, two complexes were detected. *ZMO1934*, *ZMO1437*, *ZMO0170*, and Zms16 were confirmed to bind to Zms6 *in vitro* **(C)** with various affinities **(D)**. Binding site locations of the confirmed targets of Zms4 and Zms6 were predicted by IntaRNA and mapped onto the secondary structure of sRNAs inferred by NUPACK (**E,F**).

We subsequently predicted the binding sites of these confirmed targets using IntaRNA (Supplementary Figure S4). The results showed that the binding sites on the mRNA targets localize in traditional 5′UTR regions or near the start codon in the coding region. For Zms4 targets, the binding sites with *ZMO1696*, *ZMO1993*, and *ZMO1754* were predicted to be located in 5′-UTR region, and the binding site with *ZMO1312* was predicted to be located in the coding region. In terms of Zms6 targets, the binding site for *ZMO1437* was predicted to be located in the coding region, while the binding sites for *ZMO0170* and *ZMO1934* were predicted to be located in both the 5′-UTR and the coding region. The predicted binding locations of these targets were then mapped to each sRNA’s secondary structure inferred from NUPACK (Zadeh et al., 2011). As shown in Figures 4E,F, Zms4 and Zms6 contain multiple functional sites that potentially contribute to multi-tasking in their function. Moreover, these sites are predicted to occupy regions of high and low hybridization efficacy, as identified by the InTherAcc biophysical model (Vazquez-Anderson et al., 2017), which could explain the observed differences in binding affinities. These results also imply that Zms4 and Zms6 could bind and regulate multiple targets simultaneously and efficiently.

### Confirmation of the Predicted Binding Sites for Important Targets by Mutagenesis Analysis

To confirm computationally predicted binding sites, we selected some of the important RNA targets that are either confirmed to be ethanol-relevant or displaying strong affinity, and experimentally confirmed the actual binding site locations of them by EMSAs. For Zms4, we studied *ZMO1696*, *ZMO1993* and Zms6 because they exhibited strong affinities. *ZMO1754* was also selected since this gene encodes aldehyde dehydrogenase that coverts acetaldehyde, a compound generated from ethanol anabolism, to acetate, and thus directly related to ethanol tolerance. For Zms6, we studied *ZMO1934* and Zms16 considering they showed higher affinity than the other two targets and are likely the most important targets of Zms6.

As exemplified in Figure 5, we mutated several nucleotides in the predicted base pairing regions for each target RNA and the ability of mutated targets to form complexes with Zms4 and Zms6 were then tested. The data showed that the complexes of Zms4–*ZMO1696*mut and Zms4–Zms6mut almost disappeared (Figures 5A,B), while complex formations of *ZMO1754*mut and *ZMO1993*mut with Zms4 were completely abolished (Figures 5C,D). These results are consistent with the IntaRNA predictions that these mRNA targets interact with Zms4 though the 5′-UTR regions (Supplementary Figure S4). Through similar testing, the binding sites on *ZMO1934* and Zms16 essential for their interactions with Zms6 were also confirmed (Figures 5E,F). Specifically, Zms6 was predicted to interact with the *ZMO1934* mRNA through extensive base pairing (over 50 nucleotides), which overlaps with both 5′-UTR and coding regions. We then created three mutations for this target and found that only *ZMO1934*mut1 failed to interact with Zms6, while the other two are still able to form stable complexes with this sRNA (Figure 5E). However, quantification of the data showed that *ZMO1934*mut2 and *ZMO1934*mut3 bind to Zms6 with much lower affinities (39.4 pmol and 44.1 pmol, Supplementary Figure S5), which indicates cooperation between all of the three sites and the region from −38 to −27 nt to be the dominating site. Taken together, these results correlate well with the prediction of the basepairing interactions and suggest that these mRNA targets are potentially regulated by Zms4 or Zms6 through 5′-UTR regions or near the start codon in the coding region.

**FIGURE 5:**
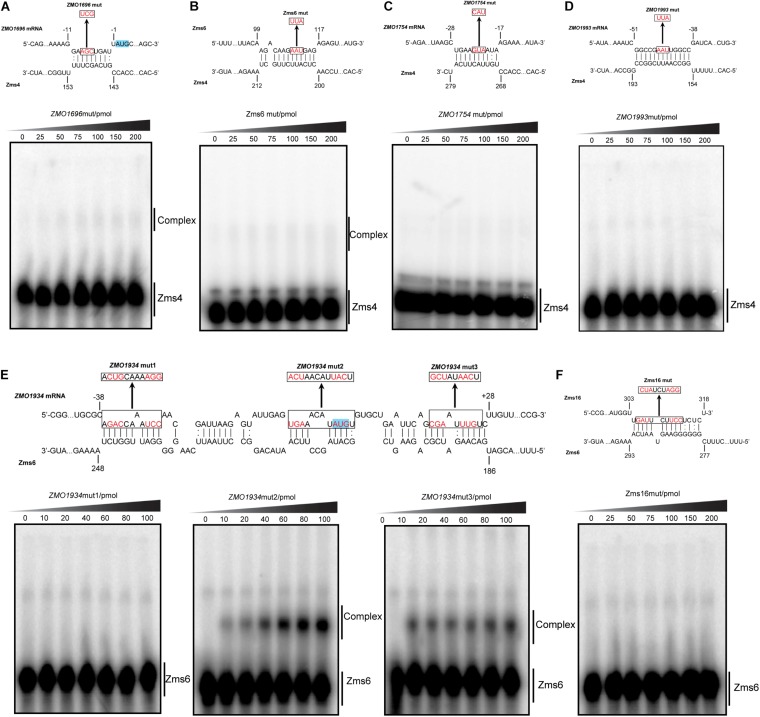
Confirmation of the predicted binding sites for important targets by mutagenesis following EMSA assays. *ZMO1696*, *ZMO1754*, *ZMO1993*, and Zms6 as Zms4 targets **(A–D)** and *ZMO1934* and Zms16 as Zms6 targets **(E,F)** were selected. The mutation introduced in each binding sites are shown by red and the translation start codons are highlighted in blue. The target variants carrying basepairing substitutions were then tested for their binding ability with Zms4/Zms6 under the exactly same conditions as we tested the wild-type target RNAs.

### Detection of sRNA-Target Regulation and sRNA–sRNA Crosstalk *in vivo*

Then we used fluorescent reporter assays to confirm that the sRNAs can exert a regulatory effect on their mRNA targets *in vivo* through the predicted binding sites. In this assay, the 5′ UTRs of the RNA targets shown to interact with Zms4 (*ZMO1993*, *ZMO1312*, *ZMO1696*, and *ZMO1754*) or Zms6 (*ZMO1934*, *ZMO0170*, and *ZMO1437*) *in vitro* were cloned upstream of *EGFP* and expressed under the constitutive strong promoter *P*_*gap*_ in a dual-reporter-gene system (Yang et al., 2019) (Supplementary Figure S6A). The vector also contains *mCherry* under the *P_*lacUV*__5_* promoter as a control for the expression level so the specific effect of the sRNA on each gene’s 5′-UTR can be observed. The vectors containing the 5′-UTR of targets were transformed into the wild type 8b strain and Zms4/Zms6 deletion strains. Unfortunately, we were only able to test the 5′-UTR of *ZMO1993* and *ZMO1754* for Zms4 and the 5′-UTR of *ZMO1934* and *ZMO0170* for Zms6 as no fluorescence of *ZMO1696*, *ZMO1312* (for Zms4), and *ZMO1437* (for Zms6) could be detected (implying that the reporter system did not work for these constructs).

The relative *EGFP* and *mCherry* expression levels of each strain were then quantified using a flow cytometer. The 5′-UTR of *ZMO1993* exhibited a higher relative *EGFP*/*mCherry* fluorescence ratio in Zms4 deletion strain than that of the wild type strain, indicating the potential negative regulatory effect of Zms4 on *ZMO1993* (Figure 6A). For *ZMO1754*, the deletion of Zms4 leads to a significant decrease in *EGFP*/*mCherry* fluorescence ratio relative to the wild type strain (Figure 6A), which suggests that Zms4 positively regulates *ZMO1754* through interactions with its 5′-UTR. These results are consistent with our hypothesized mechanism by IntaRNA prediction and transcriptomic data that Zms4 protects *ZMO1754* transcript from degradation while promotes degradation of *ZMO1993* transcript by binding to the 5′-UTR regions of these mRNAs (Figure 3A and Supplementary Figure S4A). 

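The aldehyde dehydrogenase transcript ZMO1754 was higher at 5 h than at 4 h in pZms4, whose libraries at 5 h were high in Zms6 as well as Zms4, at 136 ± 27.0 CPM at 4 h and 675 ± 275 CPM at 5 h (SD, n = 2; log2 fold change 2.30, SE 0.69, adjusted p = 0.0409 from edgeR). In the wild type it was at 266 ± 22.6 and 332 ± 127 CPM (n = 2), a log2 fold change of 0.32 (SE 0.67, adjusted p = 0.854 from edgeR). ZMO1993, an alcohol dehydrogenase GroES domain protein, was at 128 ± 5.46 CPM and 64.9 ± 15.8 CPM in pZms4 (n = 2; -0.99, SE 0.35, adjusted p = 0.0694 from edgeR and 0.0633 from DESeq2). Its log2 fold change in the wild type was -0.47 (SE 0.35, adjusted p = 0.542 from edgeR). In pZms6, ZMO1754 rose (3.20, SE 0.72, adjusted p = 0.0238) and ZMO1993 fell (-1.55, SE 0.37, adjusted p = 0.0284, both from edgeR). For pZms4 minus the wild type the adjusted p was 0.349 for ZMO1754 and 0.656 for ZMO1993 (edgeR). The call of ZMO1754 in pZms4 ended without any 1 of the 4 pZms4 libraries or the wild type 4 h libraries (adjusted p 0.0589 to 0.223), and ZMO1993 was called in pZms4 without pZms6 5 h replicate 2 or a wild type 5 h library (0.0424 to 0.0495). In pZms6, ZMO1754 was not called without 4 h replicate 1, 4 h replicate 2 or 5 h replicate 1 (0.0653 to 0.238) nor ZMO1993 without any 1 of these or the pZms4 4 h libraries (0.0569 to 0.199, edgeR).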

Zms6 appears to negatively regulate *ZMO1934 in vivo* through its 5′-UTR, since the *EGFP*/*mCherry* fluorescence ratio increased in the Zms6 deletion strain relative to the wild type strain (Figure 6B). However, no significant effect of Zms6 on the *ZMO0170* 5′-UTR was observed (Figure 6B). This is likely due to the predicted competitive binding of Zms4 with a higher affinity *in vivo* on the same region where Zms6-*ZMO0170* base-pairing locates (Figure 4F).

**FIGURE 6:**
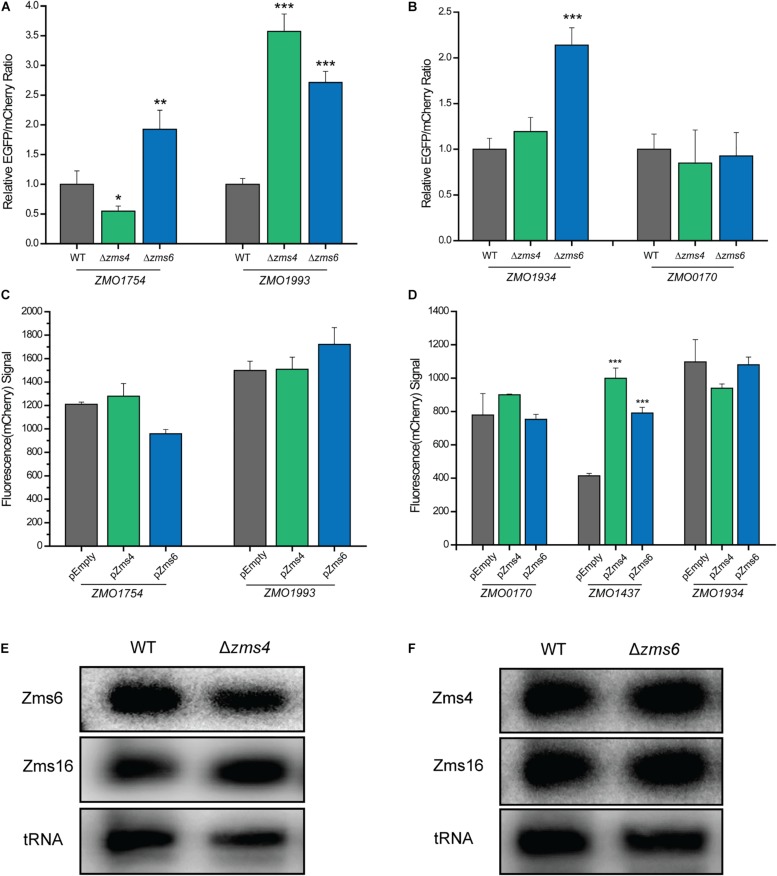
sRNA-target regulation *in vivo*. The regulation of Zms4 and Zms6 on the 5′-UTR expressions for the selected targets [Zms4 targets shown in **(A)** and Zms6 targets shown in **(B)**] were determined using the Dual reporter system. The Zms4 and Zms6 deletions strains carrying the Dual-reporter systems for each target tested were grown 6–8 h and then fluorescence was measured by flow cytometry in biological triplicates. Mean fluorescence values were normalized by the wild type level of *EGFP*/*mCherry* signal and error bars represent standard deviation (^∗^*P* ≤ 0.05, ^∗∗^*P* ≤ 0.01 or ^∗∗^*P* ≤ 0.001 from Student’s *t*-test of each strain compared to wild type). The regulation of Zms4 and Zms6 on the coding region expressions for the selected targets [Zms4 targets shown in **(C)** and Zms6 targets shown in **(D)**] were determined using the promoter replacement system. Zms4 and Zms6 overexpression strains constructed using the strains that contain the replaced promoter for each target were grown 24 h and then fluorescence was measured by flow cytometry in biological triplicates. The strains harboring the empty vector were used as the control strains. Mean fluorescence values were calculated and error bars represent standard deviation (^∗∗^*P* ≤ 0.001 from Student’s *t*-test of each strain compared to the control strain). The regulatory outcomes of *in vivo* sRNA interactions were determined using Northern blotting analysis. Total RNAs were extracted from wild type and Zms4/Zms6 mutant strains **(E,F)**. Zms4, Zms6, and Zms16 levels were then detected sRNA-specific probes. tRNAs were used as the controls.

Since the binding sites on some of the targets also locate in the coding regions (i.e., *ZMO1934* and *ZMO1437*, Supplementary Figure S4B), we used a promoter replacement system (Supplementary Figure S6B) to observe the *in vivo* regulation of Zms4 and Zms6 on the coding regions for some of the important targets. The native promoter regions of the confirmed targets (*ZMO1993* and *ZMO1754* for Zms4, and *ZMO1934* and *ZMO0170* for Zms6 were replaced by a P*_*tet*_* induced *mCherry* reporter system along with an *aadA* gene. We also selected *ZMO1437* because this gene (lysine exporter) was previously reported to improve the tolerance to phenolic aldehydes (Yi et al., 2015) and thus may also play important roles in the Zms6 regulation. The fluorescence signals of *mCherry* were then measured in Zms4 and Zms6 overexpression strains as compared to the signals from the wild type strain carrying the empty vector (the control strain). The signals of *ZMO1993* and *ZMO1754* in the Zms4 overexpression strain were comparable to the control strain (Figure 6C), and the signals from *ZMO1934* and *ZMO0170* upon Zms6 overexpression were also similar to the signals from the control strains (Figure 6D). These are consistent of our predictions and mutagenesis experiments that the binding sites of these targets are in the 5′UTR region instead of the coding regions. On the contrary, the *mCherry* signal of *ZMO1437* in the Zms6 overexpression strain were significantly greater than the control strain (Figure 6D). From this data, we can infer that Zms6 likely activates the expression of *ZMO1437* through the interaction with the coding region, as consistent with our IntaRNA prediction (Supplementary Figure S4B). These experiments confirm that binding of Zms4 and Zms6 to their confirmed mRNA targets can exert regulatory effects *in vivo*.

Given the lack of overlap between the confirmed set of direct mRNA targets of Zms4 and Zms6 and the fact that these two sRNAs share some important pathways associated with alcohol tolerance (Figures 2C,D and Supplementary Table S3), we hypothesized that Zms4 and Zms6 could mediate crosstalk between these targets. In this way, these two sRNAs can link regulation of a broader set of pathways, establishing a wider regulatory network of relevance to a complex phenotype like ethanol tolerance. Thus, we further tested if one sRNA can affect the confirmed targets of the other one. Using the dual reporter system, we observed that the relative *EGFP/mcherry* fluorescence ratios of *ZMO1754* and *ZMO1993* 5′-UTRs were significantly higher in Zms6 deletion strain compared to the wild type strain (Figure 6A). In contrast, the relative *EGFP/mcherry* fluorescence ratios of *ZMO1934* and *ZMO0170* 5′-UTRs were comparable than those in the Zms4 deletion strain in comparison with the wild type strain (Figure 6B). However, using the promoter replacement system, we found that Zms4 overexpression strain also exhibited a significantly higher fluorescence signal than the control strain (Figure 6D), while the coding regions of other targets (*ZMO1754*, *ZMO1993*, *ZMO1934*, and *ZMO0170*) were not influenced by Zms4 or Zms6 (Figures 6C,D). These results showed that the interaction between Zms4 and Zms6 could result in the crosstalk of the regulations on some of their direct targets. More importantly, we found that deletion of Zms4 also did not affect transcript levels of Zms6 and vice versa (Figures 6D,E). Similarly, Zms16 levels also didn’t shown any obvious change in Zms4 and Zms6 deletion strains (Figures 6D,E). This indicates that, unlike the mRNA targets, the sRNA–sRNA interplays (Zms4–Zms6 or Zms6–Zms16 interaction) are probably through competition binding or structural changes instead of changing the expressions.

### Combinatorial Effects of sRNAs on Ethanol Tolerance Show Complex Effect

Considering the interactive network of multiple sRNAs potentially seeded by Zms4 and Zms6 and some pathways specifically mediated by Zms4 or Zms6 (i.e., transport process regulated by Zms4 and hydrogen sulfate biosynthetic process regulated by Zms6), we further investigated the combinatorial effect of sRNAs on ethanol tolerance. For these experiments, strains overexpressing each possible combination pairs of Zms4, Zms6, and Zms16 were developed, as well as a strain expressing all three. As Supplementary Figure S7 shows, most of the combination strains exhibited growth rates with significantly enhanced growth under ethanol than the wild type strain with empty plasmid in 6% (v/v) ethanol. The strain combination of overexpression of all three (pZms4-6-16 strain) shows the highest growth rate of all the strains tested under ethanol stress, while its growth rate is comparable to the empty vector control under no ethanol condition. These results confirmed the combinatorial importance of these sRNAs to growth on the ethanol stress, and the possibility that sRNAs could work in synergy to co-regulate the ethanol tolerance and confirmed that the interactions between Zms4 and Zms6 could lead to the cross-talk regulations on their targets *in vivo*.

## Discussion

The survival of bacteria is highly dependent on their ability to sense and adapt to changes in the environment, which entails a coordinated regulation of large networks of gene/protein expression (Hoe et al., 2013). In this study, two sRNAs, Zms4 and Zms6, that are naturally differentially expressed under ethanol stress in *Z. mobilis* are shown to be key to ethanol tolerance and shown to coordinate a large network of gene regulation that includes sRNA–sRNA interactions. Without these sRNAs, cells are highly sensitive to ethanol stress, and that by manipulating their cellular levels, ethanol tolerance can be improved. To our knowledge, this represents the first large sRNA–sRNA interacting network in bacteria.

In this study, multi-omics analyses play a key role in uncovering the network of sRNAs and their important roles in ethanol stress response (Figures 2A,B and Supplementary Table S3). Our transcriptomics experiment identified 34.22% of *Z. mobilis* genes involved in a wide range of cellular processes that are differentially regulated by the overexpression of Zms4 and Zms6 (Supplementary Table S3). This global level of transcriptional change is not surprising because both Zms4 and Zms6 greatly affect the ethanol tolerance, a complex phenotype (Figure 1A), and regulate several global transcriptional regulators or two-component systems. Many of the changed transcripts are associated with translation, hydrogen sulfide biosynthetic process, sulfate assimilation, and cysteine biosynthetic processes. These pathways represent many of the same basal metabolic function that are negatively impacted by ethanol stress and have therefore been implicated in ethanol toxicity (Yang et al., 2009, 2013; He et al., 2012a, b; Yi et al., 2015; Zhang et al., 2015). Previous studies also showed that accumulation of ethanol inside the cells can also promote changes in membrane composition and affect membrane-related processes such as energy generation and transport (Hallsworth et al., 2003). Correspondingly, we found that a large number of transporters, electron transfer genes, DNA repair genes and membrane associated genes are affected by Zms4 or Zms6, either positively or negatively, which may be important to combat the negative consequences caused by the ethanol accumulation.

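Among the DNA repair genes, the replication and repair protein RecF, ZMO1584, rose in pZms6 (log2 fold change 4.30, SE 1.23, adjusted p = 0.0496 from edgeR), and RecO fell in pZms4. RecF was at 65.4 ± 28.3 CPM at 4 h and 1327 ± 1600 CPM at 5 h in pZms6 (SD, n = 2), so that its replicates at 5 h lay far apart. For RecF the wild type had 171 and 83 counts at 4 h and 281 and 15 at 5 h (log2 fold change 1.56, SE 1.10), and the pZms6 response minus that of the wild type was 2.74 (SE 1.57, adjusted p = 0.554 from edgeR). Of the 6 members of the DNA repair list, 1 rose and 1 fell in pZms4 (2 and 1 when adjusted over the list alone) and 2 rose in pZms6 (2 and 1), but the member that rose in pZms4 and 1 of the 2 that rose in pZms6 was siroheme synthase, which the search words took in and which is not a repair gene. The uracil-DNA glycosylase relative ZMO1649 and the exonuclease VII small subunit ZMO0856 are not on this list, and both fell in both strains. ZMO1649 was at -2.55 in pZms4 and -2.44 in pZms6 (adjusted p = 0.00856 and 0.0176 from edgeR). ZMO0856 was at -1.84 and -2.82 (adjusted p = 0.0496 and 0.0229 from edgeR). The wild type had -0.60 and -0.75 for these 2 genes. Of 9 drug efflux genes, edgeR called 0 in pZms4 and 0 in pZms6, with 5 and 2 at an unadjusted p under 0.05 and 1 and 0 by DESeq2, and 0 and 0 when adjusted over the list alone. The members of the DNA repair list called in pZms4 numbered 0 without a pZms4 4 h library and 1 without a pZms4 5 h library, and those in pZms6 numbered 0 without pZms6 4 h replicate 1 or 5 h replicate 1 and 1 without any 1 of the pZms4 libraries, pZms6 4 h replicate 2 or the wild type 4 h libraries. The efflux genes called in pZms4 numbered 2 without a pZms6 5 h library and 1 without a wild type 5 h library, and those in pZms6 numbered 3 without pZms6 5 h replicate 2 and 1 without a wild type 5 h library. The acriflavin resistance protein ZMO1528, an efflux pump, was at -1.59 (SE 0.55, adjusted p = 0.0650) and the small multidrug resistance protein ZMO0697 at 0.88 (SE 0.38, adjusted p = 0.124) in pZms4 by edgeR. Of 3 genes of Fe-S cluster assembly, which supply the clusters of electron transfer proteins, edgeR also called 0 in each strain, with 2 and 2 at an unadjusted p under 0.05, 0 and 1 by DESeq2, and 0 and 2 when adjusted over the list alone, and 1 was called in pZms6 without pZms6 5 h replicate 2 or a wild type 5 h library. SufE, ZMO1067, was at -0.76 (SE 0.33, adjusted p = 0.128) in pZms4 and -1.08 (SE 0.34, adjusted p = 0.0652) in pZms6, and SufB, ZMO0423, at -0.61 and -0.76 by edgeR. These lists were read from annotations of Table S4 and of the part of Table S3 for Zms6 alone, and hold few of the genes of each kind. No member was found for the list of the electron transport complex Rnf. The pZms4 libraries at 5 h were high in Zms6 too.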

Although several potential mRNA targets were tested, EMSA assays revealed a few mRNAs to form stable complexes with Zms4 and Zms6 (Figures 4A–D). The targets not detected to bind might be highly dependent on the *in vivo* environment and/or bind to other locations of the mRNAs, outside the 5′ regions tested in this study. Alternatively, some RNA-binding protein may exist to simulate the formation of multiple RNA–RNA complexes *in vivo* which we didn’t include in the EMSA assays. RNA–RNA binding site interactions can be difficult to predict computationally due to the sensitivity of these interactions to structural complexity and *in vivo* variables beyond current modeling capabilities. Interestingly, most of the Zms4 and Zms6 targets occupy different sites on the sRNAs (Figures 4E,F). This observation indicates that the sRNAs could potentially co-regulate multiple targets simultaneously, suggesting flexibility and efficiency of the Zms4 and Zms6 regulation.

Although the inferred mechanisms of Zms4 and Zms6 regulation on all the targets were not specifically validated in this study, the hypothesized mechanisms are consistent with those observed in previous studies about *Z. mobilis* and other organisms. Using *in vivo* reporter systems, we uncovered that Zms4 positively regulates aldehyde dehydrogenase gen *ZMO1754* and represses the expression of alcohol dehydrogenase gene *ZMO1993* through interaction with their 5′ UTR regions (Figure 6A). Aldehyde dehydrogenase (ZMO1754/SsdA) is responsible for the oxidation of acetaldehyde to acetate and is expressed eightfold higher in xylose-only media compared with glucose-only media (Mohagheghi et al., 2014). In the metabolism, acetaldehyde represents a branching point: converted to either ethanol by AdhA/B or acetate by SsdA (ZMO1754) (Zhang et al., 1995; Edenberg, 2007; Yi et al., 2015). Interestingly, the elevated *adhA* levels were also found by the overexpression of Zms4 in our transcriptomic data. Considering that any of these three compounds cause stress to the cell, one important role of Zms4 could be to shift flux away from ethanol production by stabilizing this particular transcript during stress, and/or to reduce acetaldehyde/ethanol accumulation. *ZMO1993* encodes an alcohol dehydrogenase protein, which is homologous to the *E. coli* QorA, known to respond to oxidative stress as part of the electron transport chain (Edwards et al., 1996). Both the transcript and protein of *ZMO1993* were down-regulated in the acetate tolerant mutant AcR strain compared to the ZM4 strain (Yang et al., 2013). In *Clostridium thermocellum*, a mutation to alcohol dehydrogenase improved ethanol tolerance through changing NADH-dependent activity to NADPH-dependent, thus altering the electron transport chain in the mutant (Brown et al., 2011). These are consistent with our results that Zms4 promotes the degradation of *ZMO1993* transcript through its 5′-UTR, thereby also decrease the protein expression to improve the bacterial ethanol tolerance under stress. Interestingly, another confirmed Zms4 target, *ZMO1696*, also encodes an alcohol dehydrogenase family protein and interacts with Zms4 with high affinity. Even though we failed to discern the regulatory outcomes of Zms4 on this gene, the mutagenesis results showed that Zms4 binds to the *ZMO1696* mRNA through the 5′-UTR region (and through the Shine-Dalgarno (SD) region) (Figure 5A), which probably results instability of this transcript and/or reduced translation. *ZMO1696* is also previously shown to influence the glucose consumption and ethanol production in *Z. mobilis*, which may explain the elevated ethanol levels in the Zms4 overexpression strain (Figure 1B). Additionally, *ZMO1312* interacts with Zms4 but with a relatively low affinity (Figures 4A,B) and there is no clear clue about its contribution to the ethanol metabolism. Thus, we didn’t study this target in detail.

In terms of Zms6, *ZMO1934* is the strongest target and negatively regulated by Zms6 *in vivo* (Figure 6B). Interestingly, three binding sites responsible for Zms6–*ZMO1934* interaction were identified by mutagenesis analysis: all the three binding sites are important but only the 5′-UTR region is indispensable (Figure 5E and Supplementary Figure S5), which is supported by the *in vivo* results that Zms6 only influences the expression of the 5′-UTR but has little effect on the coding region (Figures 6B,D). Functionally, *ZMO1934* encodes the methyltransferase subunit of the type I restriction-modification system, which has been linked to lower glucose utilization rate (Kerr et al., 2011). Therefore, the repression of *ZMO1934* by Zms6 could be important in reducing DNA replication in order to conserve energy under ethanol stress but more likely to prevent the ethanol damaged/methylated DNA from entering the cell. The expression of the lysine exporter gene *ZMO1437* shows a lower affinity but is confirmed to be positively affected by Zms6 through the coding region (Figure 6D). The up-regulated expression of *ZMO1437* was previously shown to improve the tolerance to phenolic aldehydes (Yi et al., 2015), and Zms6 potentially stabilizes this transcript based on our results. Therefore, the negative regulation of *ZMO1934* and *ZMO1437* could improve the bacterial ethanol tolerance. However, it is intriguing that the *ZMO0170* level does not change in the Zms6 deletion strain (Figures 6B,D), even though this gene exhibits a high affinity to Zms6 *in vitro* (Figures 4C,D). One cannot be excluded that the Zms6 regulation on this target is not strong enough to detect due to the complex *in vivo* condition. Other factors, like Zms4, might also interfere with this regulation by competing the same region on Zms6 with a higher affinity where Zms6-*ZMO0170* base-pairing locates (Figure 4F).

Importantly, in this study, the co-regulation of various pathways by multiple sRNAs is especially insightful. Notably, we suspect that the mutual interaction between Zms4 and Zms6 leads to cross-talk regulatory effects on the targets. For instance, *ZMO1437*, the target upregulated by Zms6, is also positively influenced by Zms4 (Figure 6D). Some of the Zms4 targets, like *ZMO1993*, also display differential expression in the Zms6 deletion strain (Figure 6A). Interestingly, abolishing the expression of Zms4 does not affect transcript levels of Zms6 and vice versa (Figures 6E,F). Thus, we hypothesize that the Zms4–Zms6 interaction affects the binding between sRNAs and their targets through competition or structural changes. Furthermore, the interaction between Zms4 and Zms6 allows them to co-regulate a similar set of pathways important to ethanol stress response, especially the pathways related to translation, hydrogen sulfide biosynthetic process, sulfate assimilation, cysteine biosynthetic process and transport (Figures 2C,D). Nevertheless, several pathways were uniquely regulated by Zms6 overexpression, showing that Zms6 exhibits other regulatory roles instead of only serving as a Zms4 target.

*Second*, several other uncharacterized sRNAs are also involved in the Zms4–Zms6 regulatory network. In the MAPS assay, 16 other sRNAs were co-purified with Zms4 except for Zms6, whereas only two sRNAs (sRNA37 and Zms16) were pulled down with Zms6. In addition, our transcriptomic data also discovered a large number of sRNAs differentially expressed upon Zms4/Zms6 induction, including these directly bound sRNA targets (Supplementary Tables S2, S4). These changes might result from some regulators or RNA-binding proteins affected by Zms4 or Zms6 in an indirect way. Our previous study identified that the UTR region of *hfq* gene (ZMO0347) is sensitive to ethanol stress and act as a post-transcriptional regulator to increase sensitivity of Hfq protein under lower-level ethanol stress (Cho et al., 2017). In this study, the UTR region of *hfq* gene was found to be one of the targets co-purified with Zms4 (Figure 3 and Supplementary Table S4), but interaction between them was not detected in our study. These indicate that the regulation of Zms4 and Zms6 does not rely on the expression of Hfq, even though Hfq is confirmed to be essential for the fitness of *Z. mobilis* (Supplementary Figure S2C). However, our transcriptional analysis showed that both Zms4 and Zms6 positively regulate the expression of *hfq* gene as well as its 5′UTR region (Supplementary Table S2). This strongly indicates that these two sRNAs potentially affect a wide range of sRNAs through indirectly modulating Hfq expression.

*Moreover*, we identified the combinatorial effect of sRNAs on ethanol tolerance by overexpressing them simultaneously, based on the observation that some pathways are specifically regulated by Zms4 or Zms6. We selected Zms16 because it was confirmed to be one of the strongest targets of Zms6, and it is the only sRNA confirmed to directly interplay with Zms4/Zms6 in this study (Figures 4C,D). Our results showed that either single or combined sRNA overexpression strains exhibited different growth rate under ethanol stress (Supplementary Figure S7). Notably, the combination expression of all three sRNAs (pZms4-6-16) showed the highest growth rate under 6% ethanol. However, the benefits of sRNA expression are not always directly additive in this system as previously reported for three sRNAs involved in *E. coli* acid tolerance (Gaida et al., 2013). For example, the overexpression of single sRNAs (pZms4 and pZms6) showed decreased growth rate under ethanol, whereas the pZms4-6 strain shows the highest growth rate under no ethanol condition, likely due to some metabolic changes of harboring a plasmid overexpressing the two interacting sRNAs (albeit under the same P*_*tet*_* promoter) simultaneously. Therefore, this indicates that the network represents a potentially delicate interplay of sRNAs defined by optimal stoichiometric ratios.

Our work thus far proposes a sRNA regulatory network in *Z. mobilis* (Figure 7), where two newly uncovered sRNAs, Zms4 and Zms6, interact with each other and collaboratively regulate several mRNA targets *in vivo* that affect ethanol resistance, probably through the competitive binding and/or structural changes. It is worth noting that only Zms4 and Zms6 were specifically characterized in this study, so additional pathways may also be affected given the likelihood that Zms16 and other sRNAs have their own separate targets. Overall, our results strongly suggest that the sRNA regulatory network in *Z. mobilis* is part of general stress response mechanisms, contributing to comprehensive effects on multiple pathways essential to the ethanol tolerance, such as transport, DNA repair, ethanol anabolism, and energy metabolism.

**FIGURE 7:**
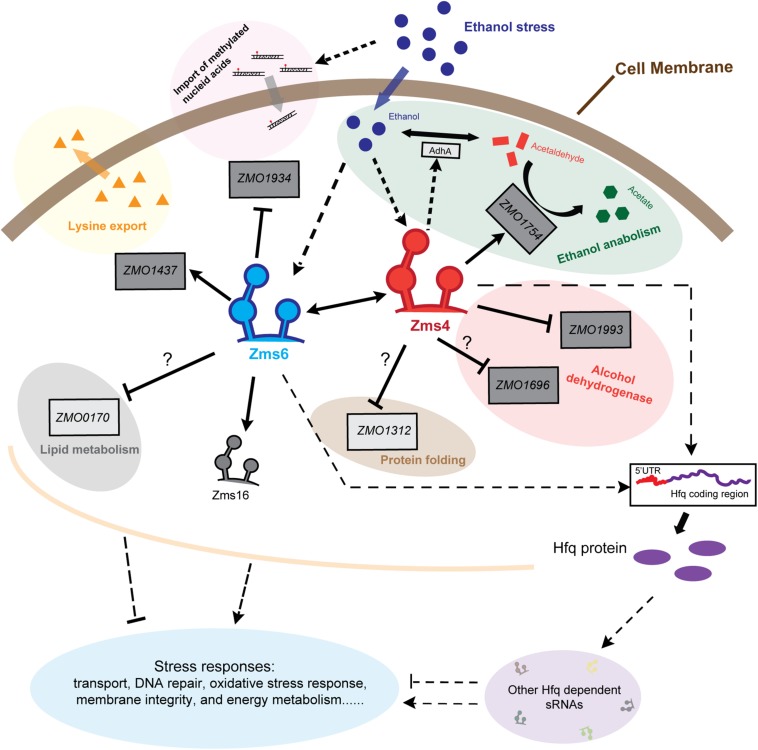
Schematic of Zms4–Zms6 regulatory networks involving sRNA interactions and direct mRNA targets in *Z. mobilis*. The accumulation of ethanol within the cells under stresses increase the expressions of Zms4 and Zms6. The increased Zms4 level accelerates the ethanol catabolism through upregulating aldehyde dehydrogenase gene (*ssdA*/*ZMO1754*) directly and alcohol dehydrogenase 1 gene (*adhA*) indirectly to covert ethanol to other carboxylic acids. Zms4 also affects electron transport and protein folding via directly binding to the 5′-UTR of alcohol dehydrogenase gene (*ZMO1993*) and peptidyl-prolyl *cis–trans* isomerase (*ZMO1312*). The other Zms4 target (*ZMO1696*), encoding a Zinc-binding alcohol dehydrogenase family protein, interacts with Zms4 through the SD region and potentially downregulated by Zms4. On the other hand, the upregulated Zms6 under ethanol stress upregulates the expression of lysine export gene *ZMO1437* and downregulates the expression of N-6 DNA methylase gene *ZMO1934* to improve the ethanol tolerance and to prevent the import of methylated DNA caused by ethanol damage, respectively. However, the regulation of Zms6 on *ZMO0170* is still a mystery since their binding doesn’t result in any gene expression change in this study. Solid lines in this figure represent the confirmed bindings/regulations and dotted lines represent the bindings/regulations that are not yet confirmed (arrows for upregulation, bars for downregulation). Dark gray boxes represent the confirmed targets and light gray boxes represent the targets that are not yet confirmed.

Taken together, this concept of a sRNA–sRNA interaction regulating bacterial tolerance and fitness under ethanol stress as seen here in *Z. mobilis* is novel and we expect to see the emergence of similar networks in other bacterial species to regulate other complex phenotypes.

## Data Availability Statement

High-throughput sequencing datasets have been deposited in NCBI GEO under accession number GSE107219.

## Author Contributions

LC, RH, and KH conceived and designed the experiments. RH, KH, JG-R, SC, and BS performed the experiments and analyzed the data. SY, YY, RL, and JH conceived and conducted the *in vivo* validation of the sRNA targets using the reporter systems. LC, RH, and KH wrote and revised the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Multiple Small RNAs Interact to Co-regulate Ethanol Tolerance in Zymomonas mobilis
**Source:** Front Bioeng Biotechnol. 2020 Mar 4;8:155. doi: 10.3389/fbioe.2020.00155

Supplementary Material

**Multiple small RNAs interact to co-regulate ethanol tolerance in *Zymomonas mobilis***

**Runhua Han^1†^, Katie Haning^1†^, Juan C. Gonzalez-Rivera^1^, Yongfu Yang^2^, Runxia Li^2^, Seung Hee Cho^3^, Ju Huang^2^, Bobi A. Simonsen^1^, Shihui Yang^2^, Lydia M. Contreras^1,3*^**

^†^These authors contributed equally to this work

**LIST OF SUPPLEMENTARY INFORMATION**

**Supplementary Figures**

**Figure S1**. Verification of Zms4/Zms6 levels in sRNA deletion and overexpression strains.

**Figure S2**. The regulation of Hfq on Zms4 and Zms6.

**Figure S3**. Detection of Zms4 and Zms6 *in vitro* interactions with all tested RNA targets by EMSA.

**Figure S4**. Predicted binding sites of confirmed targets of Zms4 and Zms6 by IntaRNA.

**Figure S5**. Affinities of RNA-RNA complex formed between either Zms6 and ZMO1934 as well as its three mutant forms (ZMO1934mut1, ZMO1934mut2 and ZMO1934mut3).

**Figure S6**. *In vivo* reporter systems developed for detecting sRNA regulatory outcomes on mRNA targets through the binding sites.

**Figure S7**. Combined sRNA overexpression indicates complexity of the network.

**Supplementary Tables**

**Table S1**. Strains and plasmid used in this study.

**Table S2**. Primers used in this study.

**Table S3**. Transcripts significantly dependent on Zms4 and Zms6.

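Table S3 lists the transcripts that the paper found to depend on Zms4, on Zms6 or on both, with a mean expression level (baseMean), a log2 fold change and an adjusted p from DESeq2 for 5 h against 4 h and for 12 h against 4 h in the same strain. A positive log2 fold change means a higher level after induction than at 4 h. The copy used here holds 532 transcripts for Zms4 and 451 for Zms6, of which 265 are listed for both, where the paper gives 504 genes and 42 sRNAs for Zms4, 418 genes and 35 sRNAs for Zms6 and 249 genes and 27 sRNAs for both. In the table itself, 363 of the Zms4 transcripts and 242 of the Zms6 transcripts have an adjusted p under 0.05 from DESeq2 at 5 h against 4 h, and of the other 169 and 209 transcripts, 169 and 208 have one at 12 h against 4 h. For 145 transcripts of the table the baseMean differs between the columns of one line, although baseMean belongs to the transcript and not to the comparison. Of these, 138 were rejoined to another line with the same baseMean. Against the log2 fold changes computed here from the counts with edgeR, the printed pZms4 values had r = 0.955 over 512 transcripts, and the rejoined values r = 0.976 over 505. Over the 136 transcripts with 2 baseMeans and a value in both, r was 0.838 as printed and 0.973 when rejoined. For pZms6, r was 0.973 over 431 transcripts. In the part of the table that lists transcripts dependent on both sRNAs, an annotation stands 3 lines below its locus for loci before ZMO1697, by which 27 of 33 loci named in another table match, against 1 of 33 when read on the same line. The names used here for ZMO1236, ZMO1000 and other loci of that part were read with this shift.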

**Table S4**. Transcripts co-immunoprecipitated with Zms4 and Zms6.

**Table S5**. Proteins co-immunoprecipitated with Zms4 and Zms6.

**SUPPLEMENTARY FIGURES**

**Figure S1**

Verification of transcript levels of Zms4 and Zms6 in sRNA deletion and overexpression strains. Northern blotting shows successful deletion of Zms4 (**A**) and Zms6 (**B**). 

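Zms4 rose upon induction in pZms4 and Zms6 rose upon induction in pZms6. In pZms4, Zms4 went from 1146 ± 67.9 CPM (counts scaled by library total and TMM factor; mean ± SD, n = 2) at 4 h to 14165 ± 9259 CPM at 5 h, a log2 fold change of 3.63 (SE 0.60, adjusted p = 0.00428 from edgeR). Zms6 in pZms6 went from 20972 ± 5173 CPM to 1039030 ± 942083 CPM (n = 2), a log2 fold change of 5.63 (SE 1.04, adjusted p = 0.0149 from edgeR). Zms6 made up 60.4% of the counts of replicate 1 (95% Wilson interval 60.3% to 60.5%), whose TMM factor of 0.354 stands apart from those of the other libraries, and 29.3% of replicate 2 (29.2% to 29.5%). Before induction, Zms4 was already higher in pZms4 than in the wild type at 4 h (log2 fold change 7.94, SE 0.78, adjusted p = 6.17e-04 from edgeR). For Zms6 in pZms6 against the wild type at 4 h the log2 fold change was 7.25 (SE 1.12, adjusted p = 0.0592 from edgeR and 2.45e-25 from DESeq2). The sRNA that was not cloned was measured as well. Zms4 had 3 to 14 counts per pZms6 library and 2 to 13 counts per wild type library. Zms6 had 90 and 58 counts in the libraries labelled pZms4 at 4 h, and 226670 and 121697 counts in those labelled pZms4 at 5 h, which is 29.2% (29.1% to 29.3%) and 18.7% (18.6% to 18.8%) of their counts. This rise of Zms6 in pZms4 had a log2 fold change of 12.45 (SE 1.36, adjusted p = 0.00174 from edgeR). The wild type libraries held 294 and 86 counts of Zms6 at 4 h and 31 and 67 at 5 h. With pZms4 4 h replicate 1 or replicate 2 left out, the adjusted p of Zms4 in pZms4 was 0.0692 to 0.0730, and without pZms6 4 h replicate 1 that of Zms6 in pZms6 was 0.190 (edgeR). The intervals cover counting error only.

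**Figure D2:**
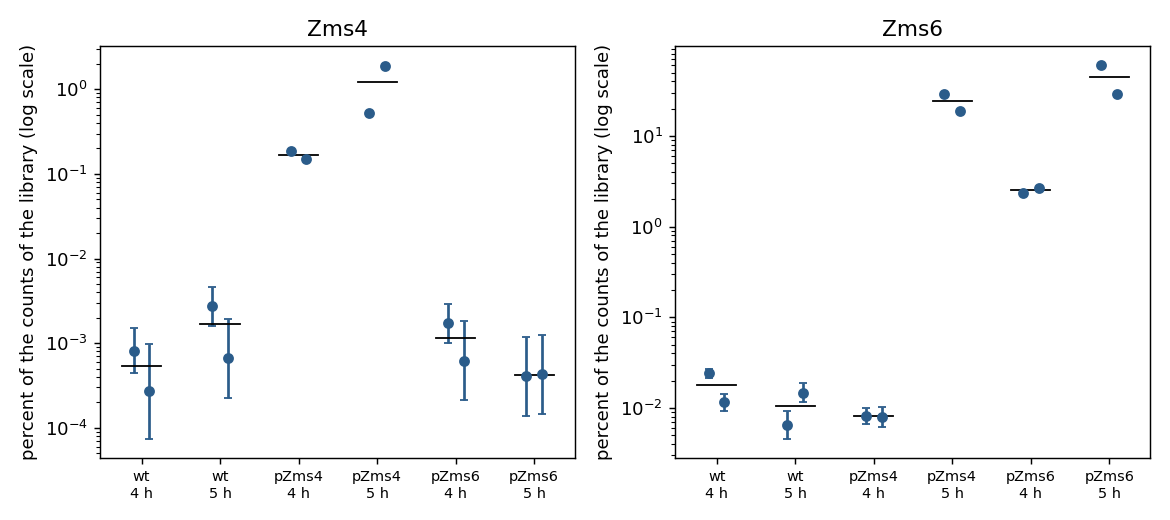
Share of all counts, in percent on a log axis, taken by Zms4 and by Zms6 in each of the 12 libraries, by strain and time. Points are libraries with 95% Wilson intervals, and black lines are the mean of the 2 replicates. Zms4 stands highest in pZms4 at 5 h (0.530% and 1.90%), and Zms6 stands at 18.7% to 60.4% in the 4 libraries of pZms4 and pZms6 at 5 h.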

Transcript counts (normalized by DESeq2) show inducible overexpression of Zms4 (**C**) and Zms6 (**D**) over time. Each point represents a biological duplicate and the line their average.

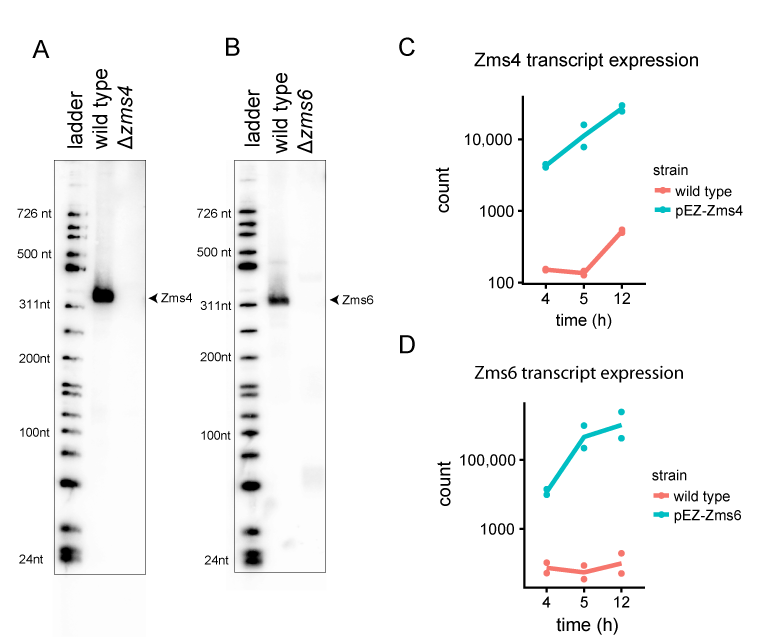

**Figure S2**

The regulation of Hfq on Zms4 and Zms6. EMSA shows that there is no interaction between Hfq and Zms4/Zms6 (**A**). Northern blotting shows the deletion of *hfq* gene doesn’t affect the expression of Zms4 and Zms6 (**B**). The expression of *hfq* significantly affect the growth of *Z. mobilis* (**C**).

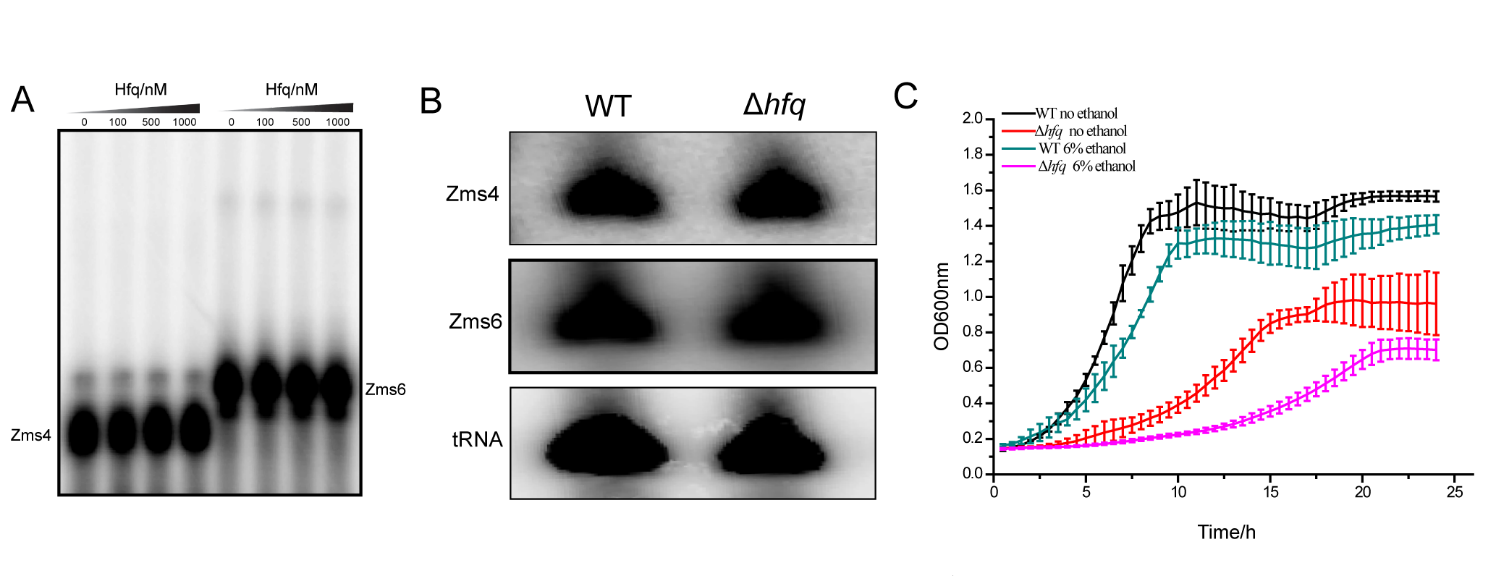

**Figure S3**

Detection of Zms4 and Zms6 *in vitro* interactions with all RNA targets by EMSA. All pairs are tested by incubating 5 pmol radiolabeled Zms4 (**A**) or Zms6 (**B**) with 100 pmol target and those with a band shift with various affinities (indicating a confirmed *in vitro* interaction) are also shown in **Figure 4A** and **4C**.

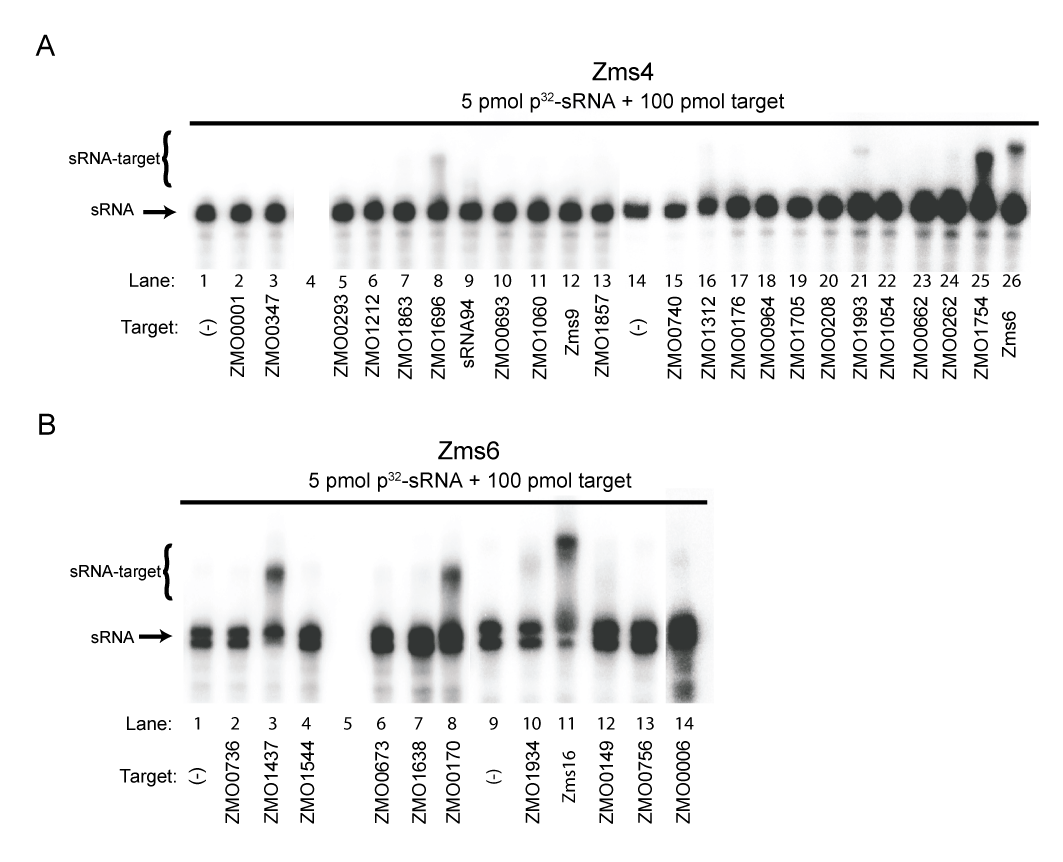

**Figure S4**

Predicted binding sites of confirmed targets of Zms4 (**A**) and Zms6 (**B**) by IntaRNA. The start codon (AUG) is highlighted by blue.

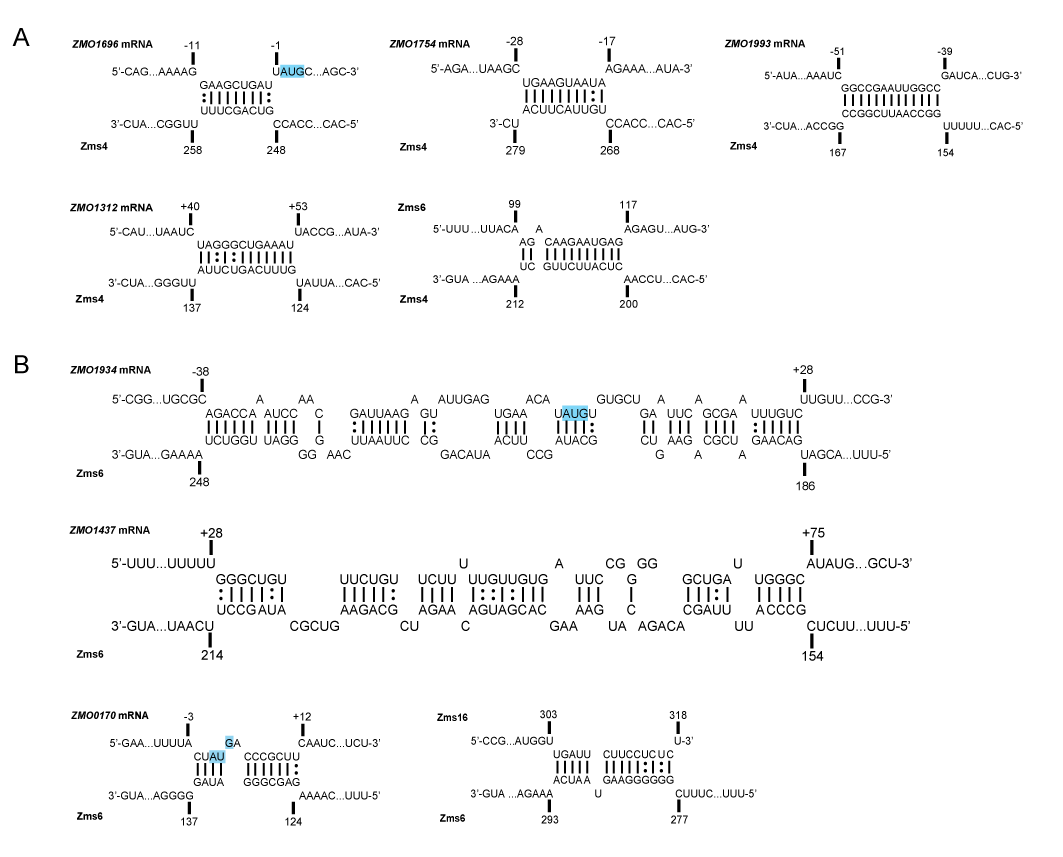

**Figure S5**

Affinities of RNA-RNA complex formed between Zms6 and *ZMO1934* as well as its three mutant forms (*ZMO1934*mut1, *ZMO1934*mut2 and *ZMO1934*mut3).

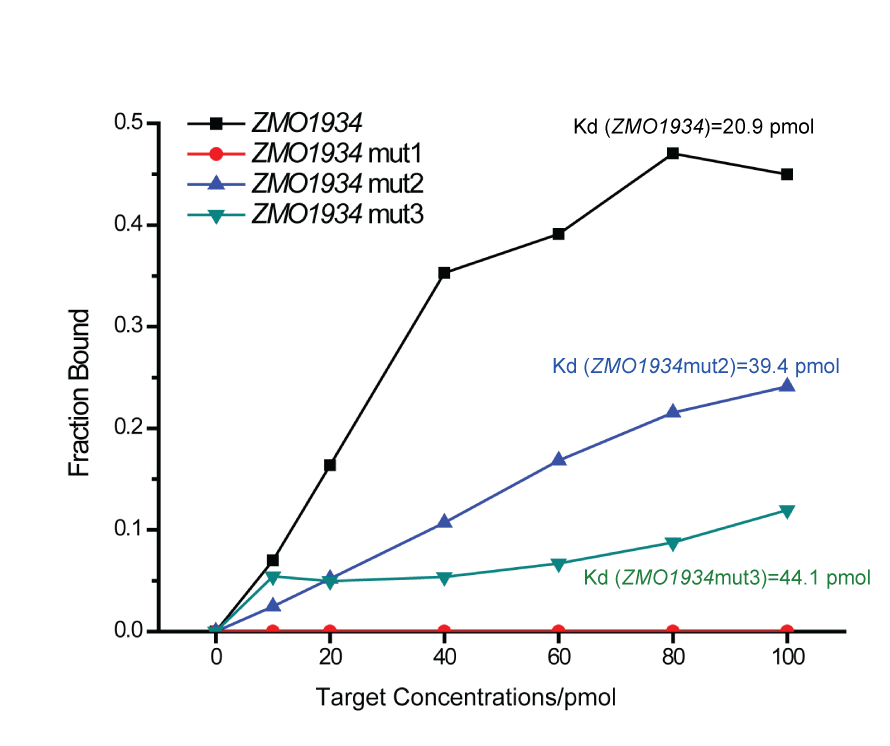

**Figure S6**

*In vivo* reporter systems developed for detecting sRNA regulatory outcomes on mRNA targets through the binding sites. The sRNA regulation of the 5’UTR was detected using the Dual-reporter system (**A**). The 5’ region (-200 nt to +99 nt) of each mRNA target was examined for predicted promoters by BPROM. The predicted transcription starts site (TSS) was used as the start site for amplification and cloning of each 5’ UTR into a dual fluorescence expression vector. The 5’ UTR + *EGFP* fusion was expressed under the constitutive P*_gap_* promoter. As a control *mCherry* is expressed by PlacUV5. Each vector was transformed into the wild type 8b strain and sRNA deletion strains of its corresponding sRNA. The sRNA regulation of the coding regions was detected using the promoter replacement system (**B**). The native promoter of the target gene was replaced with the *tetA* promoter and *mCherry* gene by homologous recombination, and the *tetA* promoter initiates co-transcription of *mCherry* and target gene. The Zms4 and Zms6 overexpression plasmids were then introduced to these strains using the pEZ-tet vector with kanamycin gene replacing the original spectinomycin gene (pEZ-Kana). The empty vector was also transformed into these strains as the control.

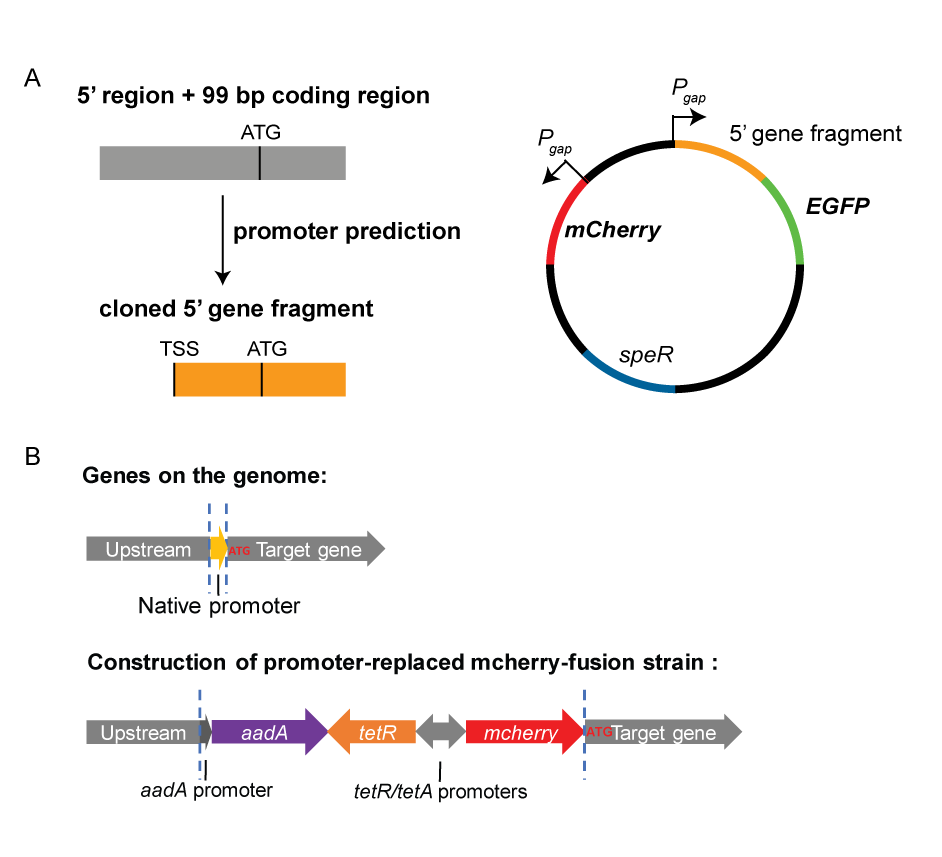

**Figure S7**

Combined and single sRNA overexpression indicates complexity of the network. Wild type with empty vector and overexpression strains were grown anaerobically with and without 6% (v/v) ethanol supplementation. The turbidity (600 nm) was measured every 0.5 h. Growth curves of all the strains under no ethanol (**A**) and growth curves of all the strains under 6% ethanol (**B**) are shown.

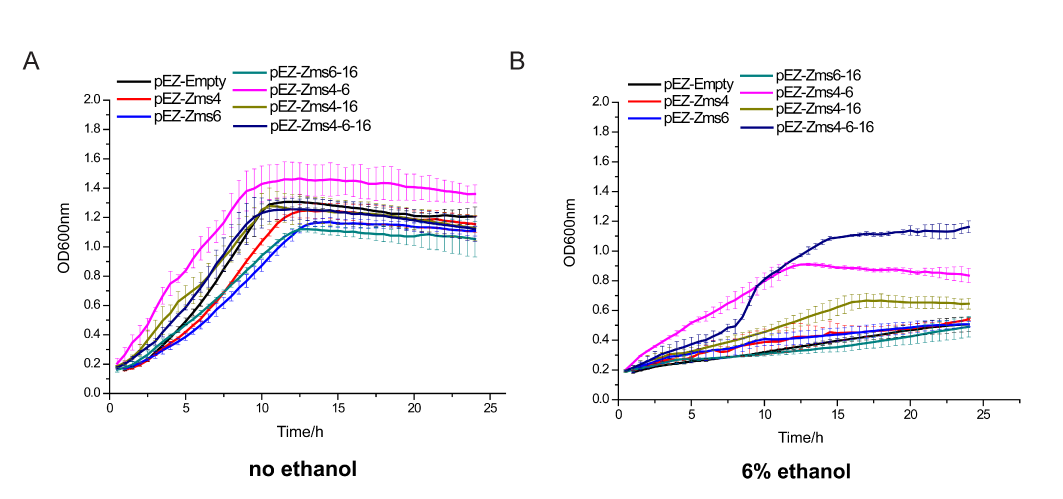

**Supplement:** Supplementary file 2

How the deposited data were processed for this re-analysis (not part of the article)

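RNA was sequenced from *Z. mobilis* 8b cultures grown anaerobically in rich medium: the wild type strain and strains that overexpressed Zms4 (pZms4) or Zms6 (pZms6), each at 4 h, before induction, and at 5 h, which the paper gives as 0.5 h after 10 μg/mL anhydrotetracycline was added. The 2 replicates of each of the 6 groups made 12 libraries. According to the paper and the sample labels, the authors made the counts by trimming reads with cutadapt (1.3), aligning them to the ZM4 genome with BWA-mem (0.7.12-r1039), filtering and sorting them with SAMtools, and counting them per gene or sRNA with HTSeq in intersection-non-empty mode, and deposited raw counts, 1 value per transcript and library, with no scaling. The strand setting of the counting and the annotation are not stated. The files hold 1737 genes, 106 sRNAs, 51 tRNAs and 9 rRNAs and no lines for reads outside features or for 5′-UTRs, of which Table S3 lists some, and the paper speaks of 2113 genes and sRNAs. Identifiers were used as they stand, since 0 of them matched the gene table supplied for reference, which describes another strain.

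The counts were analysed in R (4.3.3) with edgeR (4.0.16), limma (3.58.1) and DESeq2 (1.42.0). Low counts were filtered with edgeR's filterByExpr on the 6 groups (minimum count 10), library sizes were scaled by TMM, and a quasi-likelihood model with 1 mean per group was fitted to the 12 libraries together (common dispersion 0.0980, prior degrees of freedom 5.85). From it 10 comparisons were tested: 5 h against 4 h in each of the 3 strains, the differences between these responses for each pair of strains, and each overexpression strain against the wild type at 4 h and at 5 h. P-values were adjusted by Benjamini-Hochberg over the transcripts tested in a comparison, with a threshold of 0.05. The standard error given with a log2 fold change is its size divided by the square root of its F statistic. CPM are counts divided by the library total times its TMM factor, and SDs are over the 2 replicates. Counting intervals are 95% Wilson intervals of a share of the library's counts, and they do not hold the spread between cultures. Median totals per group were 907682.5 and 712287.5 counts in pZms4 at 4 h and 5 h, 650395 and 720493.5 in pZms6, and 980930 and 466388.5 in the wild type.

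The test was checked on simulated counts with 50 changed transcripts at each fold change. For a response against that of the wild type it found 2%, 48%, 72% and 88% of transcripts changed 2-, 4-, 8- and 16-fold, so that differences between responses below 4-fold were mostly missed, and DESeq2 found 2%, 54%, 78% and 88%.

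The tests, the rule for which genes are named, 27 gene lists and the alternatives were fixed before the data were examined, when values in the paper's tables and figures had been seen. Named genes are, per comparison of 5 h with 4 h and per response against that of the wild type, the 5 largest rises and 5 largest falls that passed and whose replicates did not overlap, the genes the paper names for transcript levels or binding, and at most 4 members of each list with the smallest adjusted p. The lists are ribosomal proteins, translation factors and aminoacyl-tRNA synthetases, sulfate assimilation and cysteine synthesis, flagellum and chemotaxis, oxidative stress, sugar uptake and sucrose use, the Entner-Doudoroff pathway and ethanol formation, chaperones and heat shock proteases, TonB-dependent receptors and iron uptake, drug efflux, ABC transporters and permeases, DNA repair, Fe-S cluster assembly, tRNAs, rRNAs, other sRNAs, the Table 1 transcripts, the EMSA candidates and the transcripts pulled down with each sRNA (Table S4). The lists of ATP synthase, nitrogen fixation, the Rnf complex, branched-chain amino acid synthesis and 5′-UTRs had 0 members in the annotations and files used, and gave no result. Lists by function were filled by a word search in the annotations of Table S4 and of the part of Table S3 for Zms6 alone, which hold part of the genome. The parts of Table S3 for Zms4 alone and for both sRNAs were not searched. Members from Table S3 were thus listed by the paper for Zms6 and not for Zms4. Product names come from the paper's tables. The 11 lists with members that do not depend on these annotations were also tested as sets with limma's fry on the same design, which asks whether a set moves on balance in 1 direction and not how it compares with other genes, and with camera, at a preset and at an estimated correlation between genes, adjusted over the lists within a comparison.

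Overlap between strains was tested per direction with a one-sided Fisher's exact test. The correlation that shared wild type libraries produce when no strain changes between the times was taken from 50 simulations. The alternatives were DESeq2, RLE and upper-quartile scaling, no filter, a stricter filter (at least 50 counts in at least 2 libraries), a fit of only the groups compared, a fit without Zms4, Zms6, tRNAs and rRNAs, the replicate number as a block, and each library left out once, which leaves 1 library in its group and assumes that it varies like the others. The 12 h samples, the pulldown sequencing and the proteomics were not analysed here.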

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

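The tests of a mislabelled sample, of a mixed culture, of a rise of Zms6 brought about by Zms4, of Zms6 as the source of the shared calls and of a wider spread in the wild type were chosen only after the results were seen, and the other tests of this part before.

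Zms6 stood at 420333 and 204305 CPM in the libraries labelled pZms4 at 5 h, where the paper's Table S3 gives a log2 fold change of 12.07 from 4 h to 5 h, and its response in pZms4 exceeded that of the wild type by 12.84 on the log2 scale (SE 1.54, adjusted p = 0.00482 from edgeR), a difference between strains. Libraries of pZms6 under a wrong label are argued against, because the lowest Zms4 level in these libraries was 605 times the highest in the pZms6 libraries, and so are pZms6 cells in the cultures from 4 h on, because Zms6 in pZms4 at 4 h was at most 0.338% of its level in pZms6 at 4 h, whereas at 5 h pairs of libraries gave 12.0% to 113%. RNA or reads of pZms6 at 5 h that were mixed in after the 4 h samples were taken may account for it: such a mixture sets a lowest level for every transcript, and 0 of 1842 transcripts lay below that level. The level was 12.0% of that in pZms6 at 5 h. Since the responses of the 2 strains were alike (r = 0.754 across transcripts), this could hold without mixing too, and the test does not decide. A rise of Zms6 brought about by Zms4 would show at 4 h too if it followed wherever Zms4 is higher. At 4 h, when Zms4 was already higher, Zms6 in pZms4 against the wild type had a log2 fold change of -1.30 (SE 0.89, adjusted p = 0.834 from edgeR), against 11.54 (SE 1.33) at 5 h. This argues against so large a rise at the Zms4 level of 4 h, and leaves open one that needs the level of 5 h. The paper found Zms6 unchanged where Zms4 was deleted. Table S3 puts Zms6 in pZms4 at 1.24 at 12 h against 4 h (the adjusted p of the paper from DESeq2 is 0.405) with Zms4 at 5.17. By these values a rise would not have lasted into the stationary phase. The line of Zms4 has 2 baseMeans, 28346.1 beside its 5 h value and 43328.2 beside its 12 h value. The rejoining of such lines kept the 12 h value with the locus and moved the 5 h value. Over these lines it raised r for the 5 h values of pZms4 from 0.838 to 0.973 (edgeR). By that reading 5.17 belongs to Zms4, but 12 h samples were not analysed here to check it. Mixing and a rise that needs the Zms4 level of 5 h cannot be told apart, because the pZms4 libraries at 5 h hold both sRNAs. Whether the libraries come from the strain of the study that overexpresses both was not tested.

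The transcripts called in both pZms4 and pZms6 were far more than independent lists would share. A few transcripts that take most of the counts are argued against as the cause, because without Zms4, Zms6, tRNAs and rRNAs 90 transcripts were called in both strains, where 107 of the shared calls lie outside these classes. Growth between 4 h and 5 h or the inducer, which the wild type received too, may account for part of the overlap: over the 122 shared transcripts the median log2 fold change of the wild type, signed by the pZms4 direction, was 0.681 (quartiles 0.287 and 0.979) against 1.97 in the overexpression strains, and 108 (88.5%) had the same sign. Zms6 may be a source too, since it took up at least 18.7% of the counts in each of the 4 libraries of the overexpression strains at 5 h. How much each contributes cannot be told apart: the wild type, which was low in Zms6 at both times, shows part of the change, while each of the 4 libraries of the overexpression strains at 5 h was high in Zms6.

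No transcript was called between 5 h and 4 h in the wild type by edgeR, while calls were made in both overexpression strains. A difference in depth is argued against, because after all libraries were thinned to 454090 counts 306 transcripts were called in pZms4, 139 in pZms6 and 0 in the wild type. A wider spread between the wild type replicates is left open: the dispersion of its libraries was 2.96 times that of the pZms4 libraries (0.121 against 0.0408) but not above that of the pZms6 libraries (0.138), and the fit shares the spread over the groups, so that a wide spread in 1 strain lowers the calls in each. A smaller response is a candidate explanation as well, since the standard deviation of the log2 fold changes across transcripts was 0.772 in the wild type, 1.18 in pZms4 and 1.07 in pZms6 after thinning.

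ZMO1335, chosen after its values were seen and a signal outside the genes the paper discusses, was higher in pZms4 than in the wild type at 4 h (log2 fold change 4.86, SE 0.59, adjusted p = 0.00270 from edgeR) and at 5 h (6.45, SE 0.64, adjusted p = 3.17e-04 from edgeR). The tRNAs, which the paper does not discuss as a group in these data, were called higher at 5 h than at 4 h for 28 members in pZms4 and 21 in pZms6 (edgeR).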

How the results depend on the processing

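The fits with crossed replicate numbers and those without the pZms4 5 h libraries were chosen only after the results were seen. Over all results, settings and left-out libraries, 4813 values stayed on their side of the threshold or near their value. Of the others, 519 called values no longer passed, 133 newly passed and 414 counts moved by over 1.5 times. Among values called in the main fit or the alternative, 0 reversed direction. Values called in neither could change sign and still count among the 4813. Of the set tests, 26 values no longer passed. The calls of 5 h against 4 h were mostly the same transcripts under DESeq2 (330 of 332 in pZms4, 164 of 164 in pZms6), RLE scaling (328 and 161) and no filter (332 and 161). Upper-quartile scaling raised the share that rose in pZms4 from 54.2% to 64.4%. Where no cause is named below, the cause was not tested.

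With DESeq2, 297 transcripts were called in pZms6 and 35 in the wild type at 5 h against 4 h, 39, 21 and 1 for the responses pZms4 minus wild type, pZms6 minus wild type and pZms4 minus pZms6, 5 and 196 for pZms4 against the wild type at 4 h and 5 h, and 1 and 94 for pZms6 against it, with 287 at least 2-fold in pZms6 and 199 shared calls. In fits of only the groups compared, with 4 libraries for 5 h against 4 h, 724 were called in pZms4 (532 at least 2-fold), 0 in pZms6 (0 at least 2-fold), 12 for pZms4 minus wild type, 45 and 0 for pZms4 against the wild type at 4 h and 5 h, and 1 and 0 for pZms6 against it, with 0 shared calls, 81 and 0 transcripts pulled down with Zms4 in pZms4 and pZms6, and 11 and 0 of those pulled down with Zms6. For pZms4 minus wild type, RLE scaling and no filter gave 3 each, the stricter filter 2, and the fit without Zms4, Zms6, tRNAs and rRNAs, which leaves out Zms6 itself, 0. That fit gave 1 for pZms4 against the wild type at 4 h. Without the pZms4 5 h libraries, 98 were called in pZms6 and 1 for pZms6 against the wild type at 5 h.

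By the paper's methods, the 4 h and 5 h cells of a strain were drawn from the same duplicate cultures, which the main fit does not model. The replicate numbers are not stated to pair cultures, and deviations from the group means correlated with r = -0.0715, -0.178 and -0.140 between the same numbers at 4 h and 5 h in pZms4, pZms6 and the wild type. With the number as a replicate block, 139 transcripts were called in pZms4, 0 in pZms6, 0 for pZms4 minus wild type and 5 for pZms6 against the wild type at 5 h, with 139, 0 and 139 at least 2-fold in pZms4, in pZms6 and in either, 0 shared calls, 19 and 0 transcripts pulled down with Zms4 in pZms4 and pZms6, and 3 and 0 of those pulled down with Zms6. With the numbers crossed in the block, 314, 181 and 0 were called in pZms4, pZms6 and the wild type, and 1, 0 and 0 for the 3 differences between responses.

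With 1 library left out, so that its group keeps 1 library assumed to vary like the others, calls ranged from 8 to 448 in pZms4, 0 to 364 in pZms6 and 0 to 41 in the wild type, from 0 to 14, 0 to 28 and 0 to 0 for pZms4 minus wild type, pZms6 minus wild type and pZms4 minus pZms6, from 1 to 2 and 4 to 193 for pZms4 against the wild type at 4 h and 5 h, and from 0 to 1 and 1 to 124 for pZms6 against it. Calls of at least 2-fold ranged from 8 to 406 in pZms4, 0 to 364 in pZms6 and 75 to 588 in either, shared calls from 0 to 197, transcripts pulled down with Zms4 from 1 to 57 in pZms4 and 0 to 44 in pZms6, and those pulled down with Zms6 from 0 to 9 and 0 to 8.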

Differences from the paper's values

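The tests of how many Table S3 values lie beyond the SE were chosen only after the results were seen, and the other comparisons and all alternatives named here before the data were examined.

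The paper gives 33 M to 97 M aligned reads per sample, and the counts total 0.454 M to 1.22 M per library, which no alternative changes. The paper gives 723 genes and sRNAs changed at least 2-fold upon induction, and here 368 passed at 2-fold in either strain between 5 h and 4 h, where the paper's table also covers 12 h. A fit of only the groups compared (532), the fits without pZms6 5 h replicate 2 (588) and without wild type 5 h replicate 1 (489) or 2 (491) come within 1.5 times the paper's number, and the others do not. The counts of affected genes and sRNAs use the adjusted p threshold of the paper, 0.05, with tRNAs and rRNAs among the genes here. The paper's totals also take in 12 h. At 5 h against 4 h alone, 363 transcripts of its Table S3 in pZms4 and 242 in pZms6 have an adjusted p under 0.05, against 332 and 164 here, which lie within 1.5 times. For Zms4 the paper gives 504 genes and 42 sRNAs, against 307 and 25 here, and within 1.5 times lie DESeq2 (384 and 31), only the groups compared (680 and 44), without pZms6 5 h replicate 1 (416 and 32) or 2 (416 and 32), and without wild type 5 h replicate 1 (387 and 32) or 2 (389 and 32). For Zms6 the paper gives 418 genes and 35 sRNAs, against 151 and 13 here. For the genes, only the fit without pZms6 5 h replicate 2 (340) lies within 1.5 times, and for the sRNAs DESeq2 (30), without pZms6 5 h replicate 2 (24), and without wild type 5 h replicate 1 (30) or 2 (30) do. For both sRNAs the paper gives 249 genes and 27 sRNAs, against 114 and 8 here. DESeq2 (179 and 20), without wild type 5 h replicate 1 (178 and 19) or 2 (177 and 19) and, for the genes, without pZms6 5 h replicate 2 (181) lie within 1.5 times, and the others do not.

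In Table S3 the paper's log2 fold change of Zms16 in pZms6 is 2.68, against 3.52 here (SE 0.76), with no difference beyond the SE in a fit of only the groups compared and without pZms6 4 h replicate 2 or 5 h replicate 1. For ZMO1993 in pZms6 the paper's value is -1.15, against -1.55 here (SE 0.37), with no difference beyond the SE under DESeq2, the stricter filter, only the groups compared, without Zms4, Zms6, tRNAs and rRNAs, and without pZms4 4 h replicate 1, pZms6 4 h replicate 1 or 2, or pZms6 5 h replicate 1. For ZMO1934 in pZms4 the paper's printed value is -0.80, against -1.65 here (SE 0.38), and it differs under every alternative, while the value of the paper joined by baseMean, -1.55, does not. Over the whole table the paper's value lay more than the SE from the value here for 119 of 512 transcripts in pZms4 (23.2%), 62 of 505 when joined by baseMean (12.3%) and 61 of 431 in pZms6 (14.2%), and the sign was the other one for 16, 16 and 17. The ratio of Zms4 in pZms4 over the wild type is about 28 at 4 h and about 85 at 5 h in Fig. S1C of the paper, read by eye, against 274 and 894 here, and it differs with DESeq2's size factors too. These ratios rest on few wild type counts, 10 and 2 at 4 h and 13 and 3 at 5 h. At 5 h Zms4 was at 14165 ± 9259 CPM in pZms4 and 15.9 ± 12.8 CPM in the wild type (SD, n = 2). With SDs this near their means, the spread of the ratio cannot tell whether the gap at 5 h lies beyond it. The lower pZms4 replicate (7618 CPM) over the higher wild type replicate (24.9 CPM) still gave a ratio above the paper's.

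The paper states that *hfq* was raised by induction of both sRNAs. Here it rose in pZms4, and in pZms6 the log2 fold change was 1.08 (adjusted p = 0.0658 from edgeR), while DESeq2 (0.0244) and edgeR without pZms6 5 h replicate 2 (0.0463) call it. The paper proposes that Zms4 promotes degradation of the ZMO1993 transcript, a mechanism it hypothesizes from predicted binding and transcriptome data. It also reports that Zms4 bound ZMO1993 in EMSA, and that mutation of the predicted site abolished the complex. The 5′-UTR reporter of ZMO1993 was higher in its strain without Zms4. These experiments were not examined here. Here ZMO1993 did not pass between 5 h and 4 h in pZms4 by edgeR or DESeq2, while edgeR with only the groups compared (adjusted p = 0.0155) calls it.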

Other observations

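The tests of this part were among those set beforehand, and ZMO1335 and ZMO1336 were chosen after their values were seen.

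Part of the tRNAs, which carry amino acids to the ribosome, rose after induction in both overexpression strains, and 15 in pZms4 and 22 in pZms6 did not pass. Of 43 tested, 42 had a positive log2 fold change in pZms4 and 42 in pZms6, and 35 and 33 rose when adjusted over the list alone. As a set they moved upward in pZms4 (fry, adjusted p = 0.00201) and in pZms6 (adjusted p = 0.00464), with adjusted p = 0.0829 and 0.135 with an estimated correlation. For the wild type, edgeR called 0 of them, with 8 at an unadjusted p under 0.05 and 2 by DESeq2, and 28 had a positive log2 fold change (fry, adjusted p = 0.874). For the responses minus that of the wild type edgeR called 0 tRNAs in pZms4 and 0 in pZms6, with 21 and 21 at an unadjusted p under 0.05, 10 and 6 by DESeq2, and 17 and 13 when adjusted over the list alone. These differences as a set had adjusted p = 0.0223 and 0.0338 (fry), with adjusted p = 0.123 and 0.121 with an estimated correlation. At 4 h tRNAs held 0.118% and 0.0784% of the counts in pZms4, 0.0790% and 0.105% in pZms6 and 0.139% and 0.211% in the wild type. The rise in the overexpression strains thus started from a lower share than the wild type had. How much of the rise, or of its difference from the wild type, comes from this start was not tested. The tRNAs that rose in pZms4 numbered 5 and 0 without pZms4 4 h replicate 1 and 2 and 10 and 8 without pZms4 5 h replicate 1 and 2, and those in pZms6 numbered 13 without any 1 of the pZms4 libraries, 0 and 9 without pZms6 4 h replicate 1 and 2, and 1 without pZms6 5 h replicate 1. Of 3 rRNAs tested, 1 rose in pZms4, also when adjusted over the list alone, and in pZms6 edgeR called 0, with 0 at an unadjusted p under 0.05 and 0 by DESeq2 (fry, adjusted p = 0.158 and 0.206). Of 2 chaperones and heat shock proteases, the DnaJ domain protein ZMO1069, a co-chaperone, rose in pZms6 (log2 fold change 2.38, SE 0.62, adjusted p = 0.0374 from edgeR), and in pZms4 edgeR called 0, with 1 at an unadjusted p under 0.05, 0 by DESeq2 and 1 when adjusted over the list alone. The rRNAs called in pZms4 numbered 0 without any 1 of the 4 pZms4 libraries or a wild type 4 h library and 2 without a pZms6 4 h library, with 2 in pZms6 without pZms6 4 h replicate 2, and 1 chaperone was called in pZms4 without a pZms6 5 h library. ZMO1069 was at 1.02 in the wild type (SE 0.59) and was not called in pZms6 without any 1 of 9 libraries, the 4 of pZms4, pZms6 4 h replicate 1 and 2 and 5 h replicate 1, and the wild type 4 h libraries (adjusted p 0.0566 to 0.298 from edgeR).

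The wild type had no plasmid by its labels, so the comparisons with it do not part the sRNAs from the plasmid that carried them. Against it at 4 h, before induction, 2 transcripts were higher in pZms4 by edgeR, Zms4 and ZMO1335, with 135 at an unadjusted p under 0.05 and 5 by DESeq2, and edgeR called 0 in pZms6, with 81 at an unadjusted p under 0.05 and 1 by DESeq2. The pZms4 count was 1 without wild type 4 h replicate 1 or 2, and the pZms6 count was 1 without pZms6 5 h replicate 1 or 2 or wild type 5 h replicate 1 or 2. At 5 h, 44 were higher and 45 lower in pZms4 than in the wild type, and 14 were higher and 4 lower in pZms6. ZMO1335 had 5717 to 13118 counts per pZms4 library at both times, 74 to 151 per pZms6 library and 91 to 349 per wild type library. The neighbouring ZMO1336 was at -0.24 on the log2 scale in pZms4 against the wild type at 4 h (SE 0.35, adjusted p = 0.924 from edgeR) and was higher at 5 h (2.82, SE 0.37, adjusted p = 0.00332 from edgeR). The calls at 5 h against the wild type numbered 29 and 32 without pZms4 4 h replicate 1 and 2, 4 and 10 without pZms4 5 h replicate 1 and 2, 193 and 190 without pZms6 5 h replicate 1 and 2, and 44 and 44 without wild type 4 h replicate 1 and 2 in pZms4. In pZms6 they numbered 124 without pZms6 5 h replicate 2, 17 without wild type 5 h replicate 2 and 1 to 11 without any other library.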
